# Transcriptomics‐based analysis of the causes of sugar receding in Feizixiao litchi (*Litchi chinensis* Sonn.) pulp

**DOI:** 10.3389/fpls.2022.1083753

**Published:** 2022-12-22

**Authors:** Junjie Peng, Jingjia Du, Ma Wuqiang, Tiantian Chen, Xian Shui, Haizhi Liao, Xiaokai Lin, Kaibing Zhou

**Keywords:** glycolytic pathway, litchi, phosphofructokinase, sugar receding, transcriptome sequencing

## Abstract

To investigate the causes of the “sugar receding” in ‘Feizixiao’ litchi (*Litchi chinensis* Sonn.) pulp, the main sugar contents and sucrose metabolism enzyme activities were measured in pulp obtained in 2020 and 2021. Pulp RNA obtained in 2020 was extracted at 35, 63, and 69 days after anthesis (DAA) for transcriptome sequencing analysis. The differential expression of genes was verified by real-time PCR for both years. The results showed that after 63 DAA, the contents of soluble sugars and sucrose decreased, and the contents of fructose and glucose increased in both years. The dynamic changes in sucrose metabolism enzyme activities were similar in both years. After 63 DAA, except for acid invertase (AI) in 2021, the activities of other enzymes decreased significantly, and the net activity of sucrose metabolism enzymes showed a strong sucrose cleavage activity. There were 18061, 19575, and 985 differentially expressed genes in 35 d vs. 63 d, 35 d vs. 69 d, and 63 d vs. 69 d, respectively. Ninety-one sugar metabolism genes were screened out, including sucrose synthase (SS), sucrose phosphate synthase (SPS), AI, neutral invertase (NI), hexokinase (HK), glucose 6-phosphate dehydrogenase (G6PD), 6-phosphogluconate dehydrogenase (6PGD), phosphofructokinase (PFK), and pyruvate kinase (PK) genes. In 63 d vs. 69 d, seventy-five percent of sucrose metabolism genes were downregulated, seventy-seven percent of genes in glycolysis (EMP) were upregulated and the PFK genes were significantly upregulated. There was a significant linear correlation between the expression of 15 genes detected by real-time PCR and the transcriptome sequencing results (*r_2020_* = 0.9139, *r_2021_* = 0.8912). These results suggest that the upregulated expression of PFK genes at maturity may enhance PFK activity and promote the degradation of soluble sugar in pulp through the EMP pathway, resulting in decreased soluble sugar and sucrose contents and “sugar receding” in pulp. Moreover, the downregulated expression of sucrose metabolism genes in pulp decreased the activities of these enzymes, but the net activity of these enzymes resulted in cleaved sucrose and replenished levels of reducing sugars, resulting in a stable reducing sugar content.

## 1 Introduction

Litchi (*Litchi chinensis* Sonn.) is an evergreen fruit tree belonging to the Sapindaceae family, native to China (Menzel, 2001) and cultivated in the United States, Australia, Brazil, India, and Thailand and other places (Pareek, 2016). It is popular among consumers for its sweet and sour taste (Jiang et al., 2006). ‘Feizixiao’ litchi is one of the main cultivars in Hainan Province, and is becoming increasingly popular in the world consumer market (Jiang et al., 2012). It has been shown that the pulp of the fruit undergoes “sugar receding” when fruit ripens (Wang et al., 2017), adversely affecting its quality, which is not conducive to maximizing its economic benefits. Therefore, investigating the physiological and molecular mechanisms of the “sugar receding” phenomenon is beneficial for artificially regulating the fruit sugar contents and improving the commercial value of ‘Feizixiao’ litchi.

Different varieties of litchi accumulate different types of sugars. ‘Feizixiao’ litchi pulp mainly contains the reducing sugars (fructose and glucose) and sucrose (Wang et al., 2006). Leaf photosynthetic products undergoing long-distance transport are mainly in the form of sucrose from source tissues to sink tissues (Braun et al., 2014), sucrose metabolism enzymes affect the accumulation of sucrose in fruit (Koch, 2004). Sucrose metabolism enzymes include sucrose synthase (SS), sucrose phosphate synthase (SPS), and invertases (INVs). INVs are divided into acid invertase (AI) and neutral invertase (NI). AI is found in the vacuole, cell wall and between cell walls, and NI is found in the cytoplasm (Yang et al., 2013). Moreover, SS catalyzes the reversible reaction between fructose, uridine diphosphate glucose and sucrose (Kaur and Das, 2022), and SPS is the key rate-limiting enzyme that regulates the catalyzing process from fructose-6-phosphate to sucrose (Sun et al., 2020), while INVs catalyze the cleavage of sucrose to produce fructose and glucose (Ruan et al., 2010). These enzymes regulate the conversion between sucrose and reducing sugars to control the composition and content of soluble sugars imported and stored in fruits (Ren et al., 2021). For example, A previous study on peaches (*Prunus persica* L.) showed that ABA treatment increased the activities of SS and SPS, and decreased the activity of AI, resulting in increased sucrose content in ABA-treated fruit (Zhao et al., 2022). In a study on strawberries (*Fragaria* x *ananassa*), SS activity was low and had no significant contribution to sink strength, and INV activity was high, which are the main enzymes of sucrose cleavage (Basson et al., 2010). Moreover, sucrose transport related proteins affect the transport and transfer of sucrose (Milne et al., 2018), including sucrose transporters (SUTs) and sugars will eventually be exported transporters (SWEETs), which are also related to sugar accumulation. For example, the apple (*Malus domestica*) sucrose transporter MdSUT2.2 is highly expressed in ripening fruit, and the over­expression of *MdSUT2.2* increases sugar contents in apple (Ma et al., 2017). In the high-sucrose budding variety of ‘Nanguo (NG)’ pear (*Pyrus ussuriensis* Maxim.), *PuSWEET15* is more highly expressed in developing fruit, which accumulates more sucrose than ‘NG’ (Li et al., 2020a).

Low temperature can inhibit the rate of glycolysis (EMP) and lead to the accumulation of sugar (Trevanion and Kruger, 1991), which indicates that sugar content is also controlled by other pathways. The glycolysis-tricarboxylic acid cycle aerobic respiration pathway and pentose phosphate pathway (PPP), which are important downstream metabolic pathways of reducing sugars, use reducing sugars as substrates to generate various intermediate substances and energy for normal fruit growth and development (Kou et al., 2018). EMP is the first stage of the aerobic respiration pathway of the glycolysis-tricarboxylic acid cycle, so the decrease in soluble sugar content in ‘Feizixiao’ litchi pulp in the late stage of growth and development should be related to EMP and PPP. The key enzymes in EMP are hexokinase (HK), phosphofructokinase (PFK) and pyruvate kinase (PK) (Zhang et al., 2018); the key enzymes in PPP are glucose-6-phosphate dehydrogenase (G6PD) (Castiglia et al., 2015; Ramos-Martinez, 2017) and 6-phosphogluconate dehydrogenase (6PGD) (Li et al., 2020b). HK catalyzes the phosphorylation of reducing sugars, which is the first important reaction of hexose metabolism (Kandel-Kfir et al., 2006). Only two hexose phosphorylases, fructokinase (FK) and HK, have been discovered thus far (Granot et al., 2013), while glucose is converted into glucose 6-phosphate under the catalysis of HK to enter EMP and PPP, so HK affects the metabolism of both EMP and PPP rates. Fructose is converted to fructose 6-phosphate by FK and HK, and then fructose 6-phosphate enters EMP and PPP (Pego and Smeekens, 2000).

In this study, the sugar contents of ‘Feizixiao’ litchi pulp and the activities of sucrose metabolism enzymes were measured in two separate years. Through transcriptome sequencing, the differentially expressed genes of ‘Feizixiao’ litchi pulp at different developmental stages were compared. We identified the key sugar metabolism genes that lead to the “sugar receding” of ‘Feizixiao’ litchi, used real-time PCR to verify the expression patterns of these genes, and analyzed the causes of “sugar receding” in ‘Feizixiao’ litchi pulp, which will provide a theoretical basis for artificially adjusting the sugar contents of ‘Feizixiao’ litchi pulp.

## 2 Materials and methods

### 2.1 Plant materials

At team 5 in Jingpai Village, Chengmai County, Hainan Province, five 16-year-old ‘Feizixiao’ litchi trees with uniform growth potential and no clear pest or health issues were selected for the experiment. ‘Feizixiao’ litchi from the garden entered the physiological fruit drop period in early April, the fruit expansion period in late April, and the fruit maturity period in mid-May (Liao et al., 2022). Sampling was performed during the fruit expansion period and fruit ripening period, that is, starting from 35 days after anthesis (DAA) (19, Apr, 2020, 18, Apr, 2021), and five fruit of the same size in the middle and periphery of each tree were selected. The size and coloring condition of the five fruits were used as the reference for each sampling. Highly similar fruit were selected as the materials, and thirty fruits were taken from each tree. The sampling times were 35, 42, 50, 56, 63, and 69 DAA in 2020 and 35, 42, 49, 56, 63, and 70 DAA in 2021. After harvesting the samples, they were placed in liquid nitrogen for quick freezing, and then taken back to the laboratory and stored in an ultralow temperature freezer (-80°C).

### 2.2 Extraction and determination of fructose, glucose and sucrose

The method referenced in Wang et al. (2006) was performed with some modifications. We weighed 0.5 g of pulp in a mortar, heated it in a microwave oven for 30 s, added 5 mL of 90% ethanol, ground the sample thoroughly, centrifuged it at 10,000 *g*_n_ for 15 min, aspirated the supernatant and added 5 mL of 90% ethanol for another extraction. Then, we combined the two supernatants, which were evaporated in a 90°C water bath, Then, the remaining sample was fixed with 10 mL of deionized water, and a small amount was aspirated with a syringe and filtered through a 0.45 μm membrane for testing. The sugar contents were determined on a Waters 2695 high-performance liquid chromatograph with an evaporative light scattering detector and a Boston Green Amino Column (4.6×250 mm, 5 μm). The mobile phase ratio was acetonitrile:water = 8:2, the flow rate was 1 mL min^-1^, the column temperature was 35°C, and the injection volume was 10 μL. High-purity glucose, fructose and sucrose (Beijing Tanmo Quality Inspection Technology Co., Ltd.) were used as the standards, and high-purity acetonitrile (Sinopharm Chemical Reagent Co., Ltd.) was used as the mobile phase. The sum of the fructose, glucose and sucrose contents was considered the total soluble sugar contents.

### 2.3 Determination of sucrose metabolism enzyme activities

The pulp sucrose synthase cleavage (SS-C) and synthesis (SS-S) and AI, NI, and SPS activities were measured by double antibody sandwich-enzyme-linked immunosorbent assay kits (Catalog Nos: KT8013-A, KT50452-A, KT5045-A, KT8107-A, KT5044-A, Jiangsu Kete Biotechnology Co., Ltd., Yancheng, Jiangsu, China) following the manufacturer’s protocol.

### 2.4 Transcriptome sequencing analysis and real-time PCR verification

#### 2.4.1 RNA extraction, library construction, sequencing and data filtering

According to the changes in the total soluble sugar content in ‘Feizixiao’ litchi pulp in 2020, RNA was extracted from the pulp at 35, 63, and 69 DAA for transcriptome sequencing, with 3 biological replicates in each time period. A plant total RNA extraction kit (RNAprep Pure Plant Plus Kit, catalog No: DP441) from Tiangen Biochemical Technology Co., Ltd. was used for RNA extraction. The procedure was carried out according to the instructions provided in the kit. RNA integrity and DNA contamination were analyzed by agarose gel electrophoresis. RNA purity, concentration, and integrity were accurately measured on a NanoPhotometer spectrophotometer, a Qubit 2.0 Fluorometer, and an Agilent 2100 Bioanalyzer, respectively. Then, a cDNA library was constructed from the high-quality RNA by Wuhan Metwell Biotechnology Co. Ltd. After the library was constructed, real-time PCR, a Qubit 2.0 fluorometer, and an Agilent 2100 bioanalyzer were used for quality inspection. Transcriptome sequencing was performed on the Illumina HiSeq platform after the library was qualified. Then, the raw reads were filtered to remove low-quality reads with adapters and to obtain clean reads.

#### 2.4.2 Sequence assembly

Trinity software was used to splice clean reads, and Corset (https://code.google.com/p/corset-project/) was used to perform hierarchical clustering according to the number of reads and expression patterns of the aligned transcripts. The obtained data were stored in FASTA format, and the longest transcript obtained after hierarchical clustering was used as a unigene.

#### 2.4.3 Gene annotation and differential gene screening

Unigenes were inputted into the Kyoto Encyclopedia of Genes and Genomes (KEGG), nr, Swiss-Prot, Gene Ontology (GO), Clusters of Orthologous Groups of proteins/Eukaryotic Orthologous Groups of proteins (COG/KOG), and TrEMBL databases using BLAST software, and the predicted amino acid sequences of the unigenes were compared to those in Pfam database using HMMER software to obtain annotation information. RSEM software was used for mapping, and fragments per kilobase of transcript per million fragments mapped (FPKM) was used to calculate the expression of the unigenes. DESeq2 software (Love et al., 2014; Varet et al., 2016) was used to screen the differentially expressed genes.

#### 2.4.4 Differential gene enrichment analysis

GO and KEGG significant enrichment analysis of differentially expressed genes takes GO terms and KEGG pathways as units, respectively, and apply a hypergeometric test to find the pathways and GO terms that are significantly enriched for differentially expressed genes in the context of the whole genome.

#### 2.4.5 Primer design and real-time PCR verification

Fifteen differentially expressed genes were selected, and real-time PCR primers, synthesized by Shanghai Bioengineering Co., Ltd., were designed with Prime3 (https://bioinfo.ut.ee/primer3-0.4.0/). The extracted pulp RNA was reverse transcribed into cDNA using a cDNA synthesis Kit from Vazyme Biotechnology Co., Ltd. (Nanjing, China) and a T100FM Thermal Cycler PCR instrument from BIO-RAD (USA). The experiment was performed according to the instructions provided in the kit. Real-time PCR verification was performed with Taq Pro Universal SYBR qPCR Master Mix (Vazyme Code: Q712-02) from Vazyme Biotechnology Co., Ltd. (Nanjing, China) and a qTOWER^3^ instrument (Jena, Germany). The relative expression of genes was calculated using the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001) with 35 DAA as the reference, and litchi *actin* was used as the internal reference gene (Jiang et al., 2017). The sequences of the primers are shown in **Supplementary Table S1**.

### 2.5 Data analysis and graphing

Data statistics and graphing were performed with Excel, and data analysis was performed with SAS software, in which the ANOVA program was used for variance analysis and Duncan’s new multiple range test was used for multiple comparisons. The differential gene heatmap and Venn plot were drawn with TBtools software (Chen et al., 2020).

## 3 Results and analysis

### 3.1 Identification of soluble sugar components

The high-performance liquid chromatograms of the pulp sugar components of the samples harvested at 63 and 69 DAA in 2020 are shown in **Supplementary Figures S1A, B**. There was no significant change in fructose or glucose content and a significant decrease in sucrose content during the “sugar receding” period. The high-performance liquid chromatograms of the sugar content in the pulp at 63 and 70 DAA in 2021 are shown in **Supplementary Figures S1C, D** and the changes in the sugar content during the “sugar receding” period are consistent with those in 2020. The results from both years indicated that there was no significant change in reducing sugar content and a significant decrease in sucrose content in the “sugar receding” period.

### 3.2 Changes in the contents of fructose, glucose and sucrose in litchi pulp

The dynamic changes in fructose, glucose and sucrose contents in litchi pulp over the two years are shown in **Figures 1A, B**. In 2020, the fructose content increased significantly from 35 to 50 DAA and became stable after 56 DAA. In 2021, the fructose content increased significantly from 35 to 56 DAA and then stabilized. The dynamics of fructose contents for both years were basically the same, indicating that pulp fructose continues to accumulate and increase with the expansion of the fruit and then stabilizes during maturity. Therefore, fructose is not the main component causing the “sugar receding” phenomenon during maturity.

**Figure 1:**
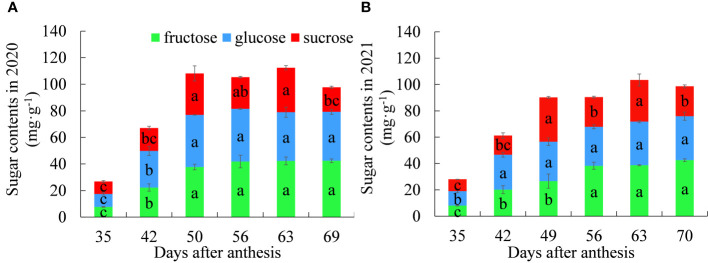
Dynamic changes in the contents of fructose, glucose and sucrose between **(A)** 2020 and **(B)** 2021. Different letters indicate significant differences during growth at *P* = 0.05. Error bars represent the standard error of the mean (*SEM*).

In 2020, the glucose content increased significantly from 35 to 50 DAA and remained stable from 50 to 69 d with no significant difference between any two stages. In 2021, the glucose content increased significantly from 35 to 42 DAA and then stabilized. The dynamics of glucose contents for the two years were basically the same, indicating that glucose accumulates rapidly during the rapid expansion period of the fruit and tends to become stable during maturity. Therefore, glucose is not the main component causing the “sugar receding” phenomenon during maturity.

The sucrose content trends in both years were consistent, with a large amount of accumulation in the fruit expansion stage and a large amount of cleavage in the late stage of fruit ripening, indicating that sucrose is the main component causing the “sugar receding” phenomenon during maturity.

The dynamic changes in soluble sugar content in pulp showed the same trend. The soluble sugar contents all increased significantly in the early stage of fruit expansion, tended to become stable in the late stage of fruit expansion, peaked at 63 DAA, and then began to decline; then, the phenomenon of “sugar receding” occurred.

In summary, the content of reducing sugars continued to increase with fruit growth and development; the dynamic trends of sucrose and soluble sugar are highly similar, and their linear correlation is significant for two years (*r_2020_* = 0.8611, *r_2021_* = 0.8818), which indicates that the pulp of ‘Feizixiao’ litchi mainly accumulates reducing sugars, and the “sugar receding” phenomenon in the pulp is caused by the decrease in the sucrose content in the pulp.

### 3.3 Changes in the activities of sucrose metabolism enzymes

The dynamic changes in AI activity are shown in **Figures 2A, B**. In 2020, the activity of AI increased significantly from 35 to 50 DAA, decreased significantly at 56 DAA, and then decreased significantly after reaching the maximum value at 63 DAA. In 2021, there was a rising-falling-rising-falling trend, the difference was significant between any two stages from 35 to 63 DAA, and there was no significant change after 63 DAA. The dynamic changes in AI activity in the two years were different, which may have been related to the different temperatures, amounts of light and other factors that occurred within the two years. However, in general, the overall activity of AI was low for both years, possibly indicating that AI had less of an effect on sucrose metabolism in ‘Feizixiao’ litchi pulp.

**Figure 2:**
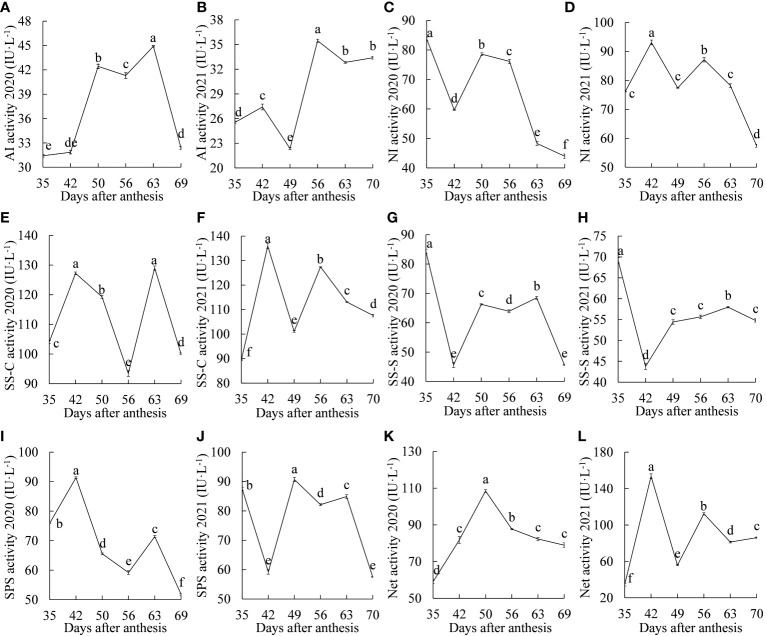
Dynamic changes in sucrose metabolism enzyme activities between 2020 and 2021. **(A, B)** acid invertase; **(C, D)** neutral invertase; **(E, F)** sucrose synthase-cleavage; **(G, H)** sucrose synthase-synthesis; **(I, J)** sucrose phosphate synthase; **(K, L)** the net activity of sucrose metabolism enzymes. Different letters indicate significant differences during growth at *P* = 0.05. Error bars represent the standard error of the mean (*SEM*).

The dynamic changes in NI activity are shown in **Figures 2C, D**. In 2020, the activity of NI decreased, increased, and then decreased again, and the difference in activity between any two stages was significant. In 2021, NI activity increased and decreased twice, showing an “M”-type change trend, and reached maximum values at 35 d and 56 DAA, with a significant decline after 56 DAA. NI activity in both years showed a significant downward trend after 56 DAA.

The dynamic changes in SS-C activity are shown in **Figures 2E, F**. In 2020, the activity of SS-C showed an “M”-type change trend, reaching two peaks at 42 and 63 DAA. There was no significant difference between them, and there were significant differences in the rest of the stages, with significant declines from 42 to 56 DAA and 63 to 69 DAA. In 2021, there was also an “M”-type change trend, reaching two peaks at 42 and 52 DAA, with significant declines from 42 to 49 DAA and 56 to 70 DAA. The activity of SS-C decreased significantly in the “sugar receding” period in both years, but the activity was still higher than the maximum INV activity, which may indicate that the cleavage of sucrose is mainly catalyzed by SS.

The dynamic changes in SS-S activity are shown in **Figures 2G, H**. In 2020, the activity of SS-S showed a dynamic trend of inclines and declines, and the difference in activity between any two stages was significant. The enzyme activity decreased and then increased significantly from 35 to 49 DAA, reached the maximum value at 63 DAA and was significantly higher than that at the other three stages after 49 DAA. The dynamic trend of SS-S activity in the two years was basically the same, and SS-S activity in the “sugar receding” period decreased significantly.

The dynamic changes in SPS activity are shown in **Figures 2I, J**. In 2020, SPS activity showed a trend of a significant increase and then a significant decrease from 35 to 50 DAA. In 2021, it showed a trend of a significant decline and then a significant increase from 35 to 49 DAA. In the middle and late stages of fruit growth and development, there was a significant decrease, increase and then decrease trend in both years, and it decreased significantly in the “sugar receding” period.

The dynamic changes in the net activity of sucrose metabolism enzymes (difference between the cleavage and synthesis activities of sucrose metabolism enzymes) are shown in **Figures 2K, L**. In 2020, there was a unimodal trend, reaching a maximum value at 50 DAA, decreasing significantly at 56 DAA, and continuing to gradually decrease. In 2021, there was a rising-falling-rising-falling-rising trend with significant differences between any two stages. The net activity of sucrose metabolism enzymes for both years remained at a high level in the “sugar receding” period, which may have caused the significant decrease in sucrose content in the “sugar receding” period.

In summary, the dynamic changes in sucrose metabolism enzyme activities were similar for both years. In the “sugar receding” period, except for the activity of AI, which did not change significantly in 2021, the activities of the other enzymes decreased significantly. During the growth and development of ‘Feizixiao’ litchi pulp, the activity of SS-C was the highest among sucrose-cleaving enzymes, followed by NI, and that of AI was the lowest, which may indicate that SS plays a major role in cleaving sucrose. The activity of SS-C was consistently higher than that of SS-S, which may indicate that SS mainly cleaves sucrose.

### 3.4 Transcriptome sequencing results

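The libraries hold RNA of ‘Feizixiao’ pulp picked in 2020 at 35, 63 and 69 DAA, with 3 biological replicates per stage and 9 libraries in all. The step from 63 to 69 DAA is the period the study calls “sugar receding”, and 35 DAA is the earlier stage to which both are compared. For each of 156640 unigenes the authors give an expected count from RSEM and an FPKM value. Expected counts divide the fragments that match several unigenes, and 34.1% to 43.0% of the unigenes of a library had a count with a fraction. Total counts had a median of 17967110 per library at 35 DAA, 17567300 at 63 DAA and 16114181 at 69 DAA, and these counts are the depth behind the values given here.
Unigenes are named here by their best Swiss-Prot match in the authors' annotation (77365 unigenes, 49.4%), which comes from other species. Several unigenes can share a match because the transcripts were assembled without a genome, so a single unigene of a large family is uncertain as a gene. Expected counts were rounded and compared with edgeR's quasi-likelihood test in a single fit to the 9 libraries, over 55866 unigenes that hold 99.1% of the counts. A unigene is called here at an adjusted p under 0.05 and a log2 fold change of at least 1 in size, the limits drawn in the volcano plots of Fig. 3, and a positive fold change means higher at the later stage. The fold changes come from TMM-scaled counts, so they do not equal ratios of FPKM, which also depend on the effective length RSEM gives a unigene in each library. The median log2 fold change of all tested unigenes was 0.22 in 35 d vs. 63 d, 0.17 in 35 d vs. 69 d and −0.01 in 63 d vs. 69 d. The common biological coefficient of variation between replicates was 0.59. In 35 DAA replicate 1 the 10 most abundant unigenes held 14.0% of the counts, against 2.90% to 4.73% in the other libraries. The comparisons, lists and alternatives were set before the data were examined unless the text says otherwise. Several lists were taken from terms of the paper's Fig. 4 and Fig. 5, which rest on these same libraries.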

As shown in **Table 1**, the transcriptome sequencing data were filtered to obtain an average of 43,676,652 clean reads and 6.55 Gb of clean base. The proportion of clean reads in each sample was greater than 96%, Q20 was above 98%, Q30 was above 94%, and the GC content was higher than 45%, indicating that the sequencing quality was favorable for subsequent analyses.

**Table 1:** Statistical results of the transcriptome sequencing of ‘Feizixiao’ litchi.

Sample	Raw Reads	Clean Reads	Clean Base(G)	Q20(%)	Q30(%)	GC Content(%)
35d-1 35d-2 35d-3	46,959,760 44,303,098 46,957,052	45,551,644 43,024,646 45,774,790	6.83 6.45 6.87	98.3 98.34 98.29	94.88 95 94.86	47.25 45.96 45.91
63d-1 63d-2 63d-3	45,892,812 46,358,114 45,275,344	44,640,602 45,171,552 44,009,558	6.7 6.78 6.6	98.46 98.33 98.34	95.21 94.93 94.93	45.06 45.38 45.28
69d-1 69d-2 69d-3	42,158,766 42,572,238 45,151,584	40,912,018 41,238,516 43,462,948	6.14 6.19 6.52	98.4 98.5 98.35	95.04 95.33 94.98	45.12 45.35 45.43
Mean	44,984,665	43,676,652	6.55	98.35	94.97	45.55
Total	539,815,982	524,119,832				

Q20: The percentage of the number of bases with a Qphred value no less than 20 in the total number of bases. Q30: The percentage of the number of bases with a Qphred value no less than 30 in the total number of bases. GC Content: The percentage of the sum of the quantities of G and C in the total number of bases in high-quality reads.

### 3.5 Screening results of differentially expressed genes

As shown in **Figures 3A–D**, 18,061 genes were differentially expressed (8783 genes were downregulated, and 9278 genes were upregulated) in 35 d vs. 63 d; 19,575 genes were differentially expressed (9762 genes were downregulated, and 9813 genes were upregulated) in 35 d vs. 69 d; and 985 genes were differentially expressed (712 genes were downregulated, and 273 genes were upregulated) in 63 d vs. 69 d. **Figure 3E** shows that 254 differentially expressed genes were common to all three groups, and 263 differentially expressed genes were unique to 63 d vs. 69 d. 

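Genes of very different functions changed together between 35 DAA and the later stages. Chalcone synthase (Cluster-6206.68223), which opens the flavonoid pathway, fell from 4436 ± 523 FPKM at 35 DAA to 964 ± 252 at 63 DAA and 536 ± 185 at 69 DAA (mean ± SD, n = 3; log2 fold change −2.48, adjusted p = 0.000523, and −3.26, adjusted p = 0.000152). Xyloglucan endotransglucosylase/hydrolase protein 31 (Cluster-6206.79920), which cuts and rejoins a cell wall polymer, rose from 183 ± 108 to 3454 ± 846 FPKM at 63 DAA and was 4481 ± 769 at 69 DAA (log2 fold change 3.74, adjusted p = 0.000482, for 35 d vs. 63 d). Lea5 (Cluster-6206.116575), a late embryogenesis abundant protein, rose from 536 ± 288 to 7027 ± 2313 FPKM at 63 DAA (3.40, adjusted p = 0.00136). In 35 d vs. 63 d, 16826 unigenes were called (8736 up, 8090 down), and in 35 d vs. 69 d 19755 (10072 up, 9683 down).
Between 63 and 69 DAA 2 unigenes were called, both lower at 69 DAA, and they are named here after their values were seen. A zinc finger CCCH domain-containing protein 53 (Cluster-6206.63804) had 12.6 ± 2.58 FPKM at 35 DAA and 4.13 ± 0.978 at 63 DAA, and was at 0 in the 3 replicates of 69 DAA (at least 44.5-fold lower than at 63 DAA, adjusted p = 0.0251). An NADP-dependent alkenal double bond reductase P2 (Cluster-6206.93037), an enzyme that reduces reactive aldehydes, had 14.1 ± 2.30 and 4.40 ± 0.721 FPKM and was also at 0 at 69 DAA (at least 29.6-fold lower, adjusted p = 0.0259). The bounds take 3 counts per library as the floor, and 10 and 4 other unigenes share these matches. At an unadjusted p under 0.05 there were 4724 unigenes, against 2793 expected by chance alone. DESeq2 on the same 9 libraries called 789 unigenes (163 up, 626 down). The edgeR count was 22 without 63 DAA replicate 2, 8 without 69 DAA replicate 1, 2 other unigenes without 63 DAA replicate 3, and 0 without any 1 of the other libraries. Counts were simulated with 200 of 55866 unigenes changed. Their means and spread came from edgeR's own fit to the 9 libraries, those of 35 DAA included. On them edgeR found 0% of 2-fold, 13.4% of 4-fold and 30.3% of 8-fold changes, with 3 false calls among 32. DESeq2 found 13.4%, 56.7% and 74.2%, with 166 false calls among 262. These shares need not hold for the real libraries of 63 and 69 DAA, and they do not give the share of false calls by DESeq2 there.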

In 35 d vs. 69 d, the number of differentially expressed genes was the highest, and the number of differentially expressed genes was the lowest in 63 d vs. 69 d. 

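The genes that separated 35 DAA from the later stages were largely shared. Histone H3.2 (Cluster-6206.90741), a chromatin protein of dividing cells, had 1211 ± 246 FPKM at 35 DAA, 42.0 ± 30.45 at 63 DAA and 10.7 ± 6.00 at 69 DAA (mean ± SD, n = 3; log2 fold change −5.29, adjusted p = 0.000548, for 35 d vs. 63 d). Pectinesterase inhibitor 11 (Cluster-6206.80338), a regulator of pectin demethylation, fell from 2658 ± 51.5 to 428 ± 136 FPKM at 63 DAA (−2.92, adjusted p = 0.000194) and was 387 ± 67.5 at 69 DAA. Of the called unigenes, 7662 were up and 7153 down in both 35 d vs. 63 d and 35 d vs. 69 d, where 1575 and 1402 would be shared by independent lists of these sizes, and 3 went in opposite directions. Another 2008 were called only in 35 d vs. 63 d and 4937 only in 35 d vs. 69 d; both unigenes of 63 d vs. 69 d were called in all 3 comparisons. Part of the shared calls can come from the 35 DAA libraries that the 2 comparisons have in common; in 20 draws of simulated groups without change at most 1 unigene was called in each comparison and at most 1 shared, too few calls to measure that part. Whether the numbers of called unigenes differ between comparisons was not tested.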

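Some genes were at 0 in the counts of 35 DAA or of both later stages, and others changed in level. Linoleate 9S-lipoxygenase 5 (Cluster-6206.73438), an early enzyme of oxylipin formation, was at 0 in the 3 libraries of 35 DAA and at least 1810-fold higher at 63 DAA and at least 3900-fold higher at 69 DAA. A copper-transporting ATPase HMA5 (Cluster-6206.78105), at least 948-fold and 1190-fold higher, and Peroxidase N (Cluster-6206.77187), at least 578-fold and 1190-fold higher, were also at 0 at 35 DAA. In the other direction, the LanC-like protein GCR2 (Cluster-6206.49034) went from 30.3 ± 5.26 FPKM at 35 DAA (mean ± SD, n = 3) to 0 at both later stages, at least 292-fold and 262-fold lower. Naringenin,2-oxoglutarate 3-dioxygenase (Cluster-6206.45232), a flavonoid enzyme, went from 32.7 ± 23.8 FPKM to 0, at least 226-fold and 202-fold lower. Monosaccharide-sensing protein 2 (Cluster-6206.71654), a carrier that moves sugar into the vacuole, rose from 35.9 ± 7.71 to 340 ± 15.0 FPKM at 63 DAA (log2 fold change 2.97, adjusted p = 0.000131) and was 234 ± 50.25 at 69 DAA (−0.48 against 63 DAA, adjusted p = 0.57). Beta-amylase 1 (Cluster-6206.75219), which breaks down starch, rose from 299.8 ± 101 to 989 ± 8.83 FPKM (1.47, adjusted p = 0.00133).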

The number of differentially expressed genes between the two groups was significantly different, indicating that some genes are differentially expressed in the various fruit growth and development stages and that the number of differentially expressed genes increases as fruit growth and development progress.

**Figure 3:**
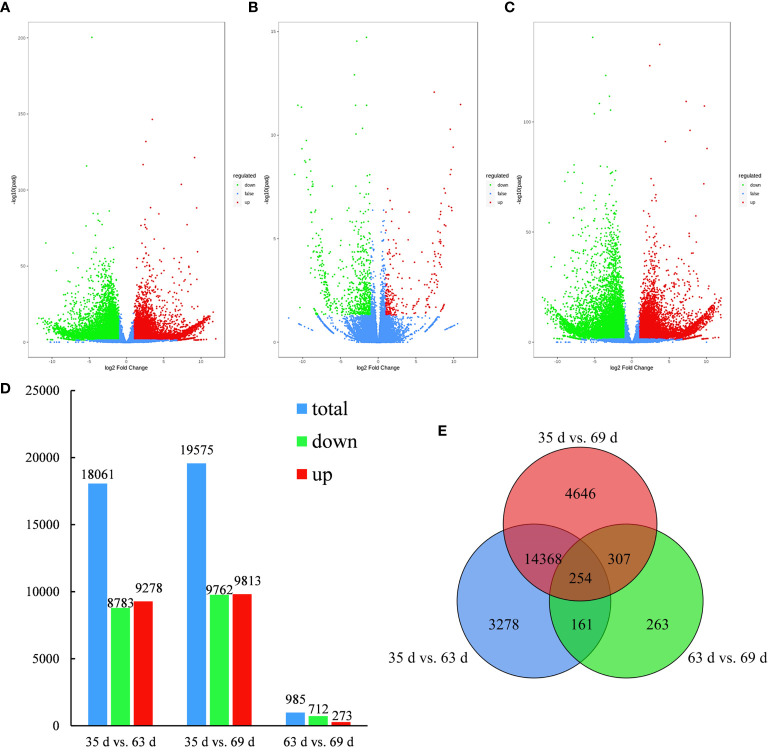
Volcano plot, bar plot and Venn diagram of differentially expressed genes. **(A–C)** The volcano plot of 35 d vs. 63 d, 63 d vs. 69 d, 35 d vs. 69 d. **(D)** Bar plot of differentially expressed genes generated by a comparison of 35 d vs. 63 d, 35 d vs. 69 d, 63 d vs. 69 d. **(E)** Venn diagram of differentially expressed genes generated by a comparison 35 d vs. 63 d, 35 d vs. 69 d, 63 d vs. 69 d.

### 3.6 GO enrichment analysis of differentially expressed genes

GO enrichment analysis was performed on the differentially expressed genes in 35 d vs. 63 d, 63 d vs. 69 d, and 35 d vs. 69 d, and the 50 GO terms with the lowest q value were selected for representation. 

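Between 35 and 63 DAA more unigenes of protein synthesis, chromatin and photosynthesis were called down than expected by chance. Of the 405 tested unigenes with the GO term ribosome, 231 were called down, where 58.9 would be by chance (adjusted p = 8.82e-85, one-sided Fisher's exact test). The term nucleosome had 45 of 82 down (11.9 expected, adjusted p = 9.95e-15), thylakoid 79 of 255 (37.1 expected, adjusted p = 6.2e-09) and mitochondrial respiratory chain complex I 44 of 98 (14.3 expected, adjusted p = 2.47e-10). Ribulose bisphosphate carboxylase small chain (Cluster-6206.73482), part of the enzyme that fixes carbon dioxide, fell from 695 ± 90.25 to 104 ± 19.55 FPKM (mean ± SD, n = 3; log2 fold change −3.03, adjusted p = 0.000374). Among the unigenes called up, 1,3-beta-D-glucan synthase activity, which makes callose, had 44 of 70 (10.6 expected, adjusted p = 8.65e-17), Ran GTPase binding 69 of 125 (18.9 expected, adjusted p = 1.48e-21) and DNA integration, a term of transposable elements, 133 of 361 (54.6 expected, adjusted p = 4.77e-21). The background was 42571 tested unigenes with a GO term, and 363 terms passed among the unigenes up and 141 among those down. Near-identical unigenes each count in these tests.
Gene lists matched by description and tested with camera moved in the same way. Ribosomal proteins had 394 of 606 down and 11 up (403 and 14 adjusted over the list alone; median log2 fold change −1.72, adjusted p = 3.06e-47, and adjusted p = 0.0603 with an estimated correlation). Histones and cell division genes had 70 of 181 down and 11 up (71 and 11 over the list alone; −1.12, adjusted p = 5.52e-08, and adjusted p = 0.0936 with an estimated correlation). Light harvesting and photosystem genes, which mark green tissue, had 22 of 37 down and 1 up (22 and 1 over the list alone; −2.49, adjusted p = 3.37e-07, and adjusted p = 0.335 with an estimated correlation). Cuticle and wax genes, which mark surface tissue, had 30 of 70 down and 10 up (32 and 12 over the list alone; −1.40, adjusted p = 0.000223, and adjusted p = 0.208 with an estimated correlation). Seed storage and embryo genes had 8 of 14 up and 5 down (8 and 5 over the list alone; 2.94, adjusted p = 0.034, and adjusted p = 0.503 with an estimated correlation), with legumin J (Cluster-6206.74536) at 0 at 35 DAA, 127 ± 33.3 FPKM at 63 DAA (at least 116-fold higher) and 311 ± 169 at 69 DAA. The alternatives test lists by camera on signed scores of the p values. By that test the seed list did not pass with the 9 libraries (adjusted p = 0.335) or with any 1 left out (0.249 to 0.453). Its median was smaller where more unigenes were matched or tested: 0.349 with DESeq2 on the 9 libraries (25 unigenes, adjusted p = 0.0177), 0.452 with DESeq2 on 6 libraries (a setting chosen later; adjusted p = 0.0224), 0.396 with no filter (adjusted p = 0.445) and 0.371 with words matched in any description (adjusted p = 0.113). The lists do not tell a change within pulp cells from a change in the share of peel or seed tissue in the samples.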

The results are shown in **Figures 4A–C**. Differentially expressed genes in all groups were divided into 3 major categories: biological process, cellular component and molecular function. The GO enrichment analysis results of differentially expressed genes in the three groups showed partial differences. 

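Some cell wall genes differed between 35 DAA and the later stages. In 35 d vs. 69 d, 46 of 57 unigenes with the GO term xyloglucan:xyloglucosyl transferase activity were called, 31 of them down (19.9 of 57 expected; adjusted p = 1.19e-09, one-sided Fisher's exact test). Xyloglucan endotransglucosylase/hydrolase 2 (Cluster-6206.79262) went the other way, from 0 at 35 DAA to at least 857-fold higher at 69 DAA. The term jasmonic acid mediated signaling pathway had 67 of 167 unigenes up in 35 d vs. 69 d (28.8 expected, adjusted p = 9.85e-10), while the jasmonate list matched by description fell in the same comparison (7 up and 25 down of 69, 7 and 26 adjusted over the list alone; median log2 fold change −1.04, adjusted p = 0.00241 by camera, and adjusted p = 0.187 with an estimated correlation). Against 35 DAA the lists of xyloglucan and expansin genes, cellulose synthases and pectin modification did not pass at 69 DAA (medians −2.18, 0.54 and 0.03; adjusted p = 0.0543, 0.0749 and 0.362). By camera on signed scores of the p values, the xyloglucan and expansin list passed as lower with the 9 libraries (adjusted p = 0.0171). With any 1 left out it passed too (0.00437 to 0.0217), and so it did in most other alternatives. The exceptions were FPKM of at least 5 (0.325), summed counts (0.201) and an estimated correlation in the main test (0.52). The cellulose synthase list had 0.155 on these scores and passed as higher in 1 alternative, without 35 DAA replicate 2 (0.0174). Between 63 and 69 DAA the first 2 lists passed as lower at 69 DAA with the preset correlation and not with an estimated one. They were listed because the paper's Fig. 4B shows terms of them for this comparison of the same libraries. Their pass is therefore not independent of the paper's enrichment. The summed FPKM was 12550 at 63 DAA and 13710 at 69 DAA for xyloglucan and expansin genes and 1606 and 1278 for cellulose synthases. Of 111 xyloglucan and expansin unigenes 77 had lower fitted values (median log2 fold change −0.76, adjusted p = 0.000474 by camera, and adjusted p = 0.49 with an estimated correlation; 4 down over the list alone), and of 65 cellulose synthases 42 (median −0.40, adjusted p = 0.00136, and adjusted p = 0.515 with an estimated correlation, 0.0527 with words matched in any description and 0.229 with summed counts; 2 down over the list alone). Pectin modification genes had 130 of 209 lower (median −0.16, adjusted p = 0.0813; 8 down over the list alone). No member of these 3 lists was called by edgeR over all unigenes, with 30, 17 and 31 at an unadjusted p under 0.05; DESeq2 on the 9 libraries called 8, 3 and 12 down and 1 up in each.
With 2 called unigenes, no GO term passed in 63 d vs. 69 d, at an adjusted or an unadjusted p. With the calls of DESeq2 on the 6 libraries of 63 and 69 DAA, a setting chosen after the edgeR count was seen, 13 terms passed: xyloglucan:xyloglucosyl transferase activity had 9 of 57 unigenes called (0.991 expected, adjusted p = 0.000955), pectinesterase activity 8 of 45 (0.782 expected, adjusted p = 0.000955) and anchored component of membrane 19 of 196 (3.41 expected, adjusted p = 8.79e-06). DESeq2 on the 9 libraries gave 19 terms.

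**Figure D1:**
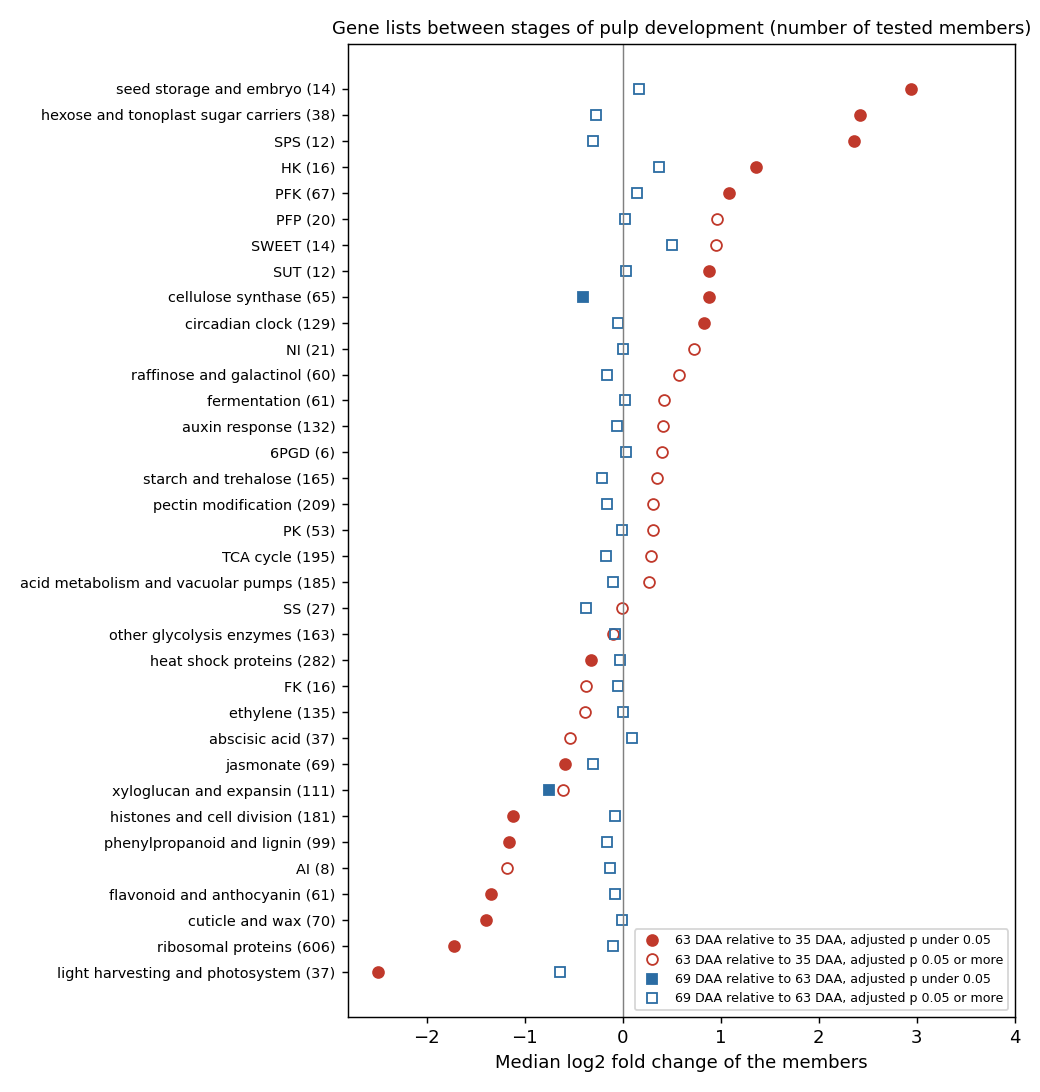
Median log2 fold change of the unigenes of 35 gene lists in 35 d vs. 63 d (red circles) and 63 d vs. 69 d (blue squares). Filled symbols mark an adjusted p under 0.05 by camera with a preset correlation of 0.01; n = 3 libraries per stage.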

Notably, seven PFK genes were enriched in the biological process and molecular function categories in 63 d vs. 69 d. It was speculated that the PFK genes influenced the changes in sugar content during the “sugar receding” period.

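The PFK unigenes that DESeq2 called between 63 and 69 DAA were of low abundance and lower at 69 DAA. PFK catalyses the step from fructose 6-phosphate to fructose 1,6-bisphosphate in glycolysis. With edgeR none of the 88 tested unigenes of the GO term 6-phosphofructokinase activity was called. DESeq2 on the 9 libraries called 5 of 98, all lower (p = 0.0105 and adjusted p = 0.648 for the term by Fisher's exact test), and on the 6 libraries of 63 and 69 DAA 6 of 97, all lower (1.69 expected, p = 0.00705, adjusted p = 0.426). Among them, a PFK 3 unigene (Cluster-6206.108076) had a mean of 3.77 FPKM at 63 DAA and 0.363 at 69 DAA (n = 3; log2 fold change −3.30, adjusted p = 2.44e-05 by DESeq2 on the 6 libraries, adjusted p = 0.575 by edgeR), and a PFK 6 unigene (Cluster-6206.55002) 2.17 and 0.143 FPKM (−3.91, adjusted p = 0.0143 by DESeq2 on the 6 libraries, adjusted p = 0.397 by edgeR). These unigenes, and the GO tests on DESeq2 calls, were chosen after the values were seen, and none of the unigenes is printed in Fig. 6. The 25 PFK unigenes of Fig. 6 carry the GO term too, and none was called by edgeR or by DESeq2. Against 35 DAA the term did pass: in 35 d vs. 69 d 31 of its 88 unigenes were called up (15.2 expected, adjusted p = 0.00129), and in 35 d vs. 63 d 20 of 88 (adjusted p = 0.244). The difference between these comparisons was not tested.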

**Figure 4:**
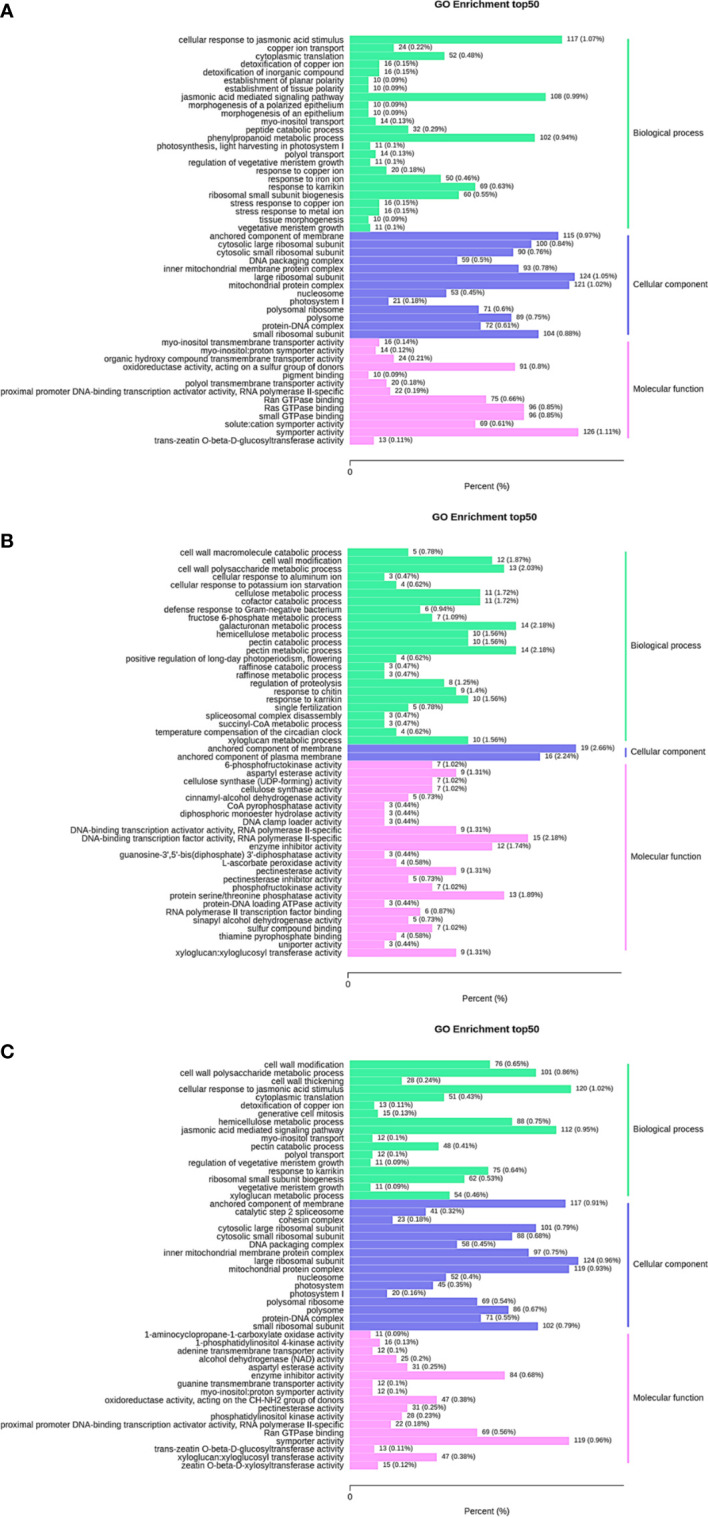
GO enrichment column plot. Differentially expressed genes generated by a comparison of **(A)** 35 d vs. 63 d, **(B)** 63 d vs. 69 d, **(C)** 35 d vs. 69 d are grouped into different GO terms of three ontologies: biological process, cellular component and molecular function.

### 3.7 KEGG enrichment analysis of differentially expressed genes

KEGG enrichment analysis was performed on the differentially expressed genes in 35 d vs. 63 d, 63 d vs. 69 d, and 35 d vs. 69 d, and the 20 pathways with the most significant enrichment were selected for representation with a bubble chart. The results are shown in **Figures 5A–C**. 

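Some of the tested hormone genes were called between 35 DAA and the later stages, up or down. Auxin-induced protein AUX28 (Cluster-6206.81734), a repressor of auxin responses, had 328 ± 42.25 FPKM at 35 DAA, 198 ± 41.95 at 63 DAA and 176 ± 39.95 at 69 DAA (mean ± SD, n = 3; log2 fold change −1.10, adjusted p = 0.00294, against 35 DAA). The abscisic acid receptor PYL8 (Cluster-6206.75137) had 61.0 ± 20.2, 30.9 ± 2.32 and 29.0 ± 5.74 FPKM and fell in 35 d vs. 63 d (−1.26, adjusted p = 0.00606). Of 132 auxin response unigenes 31 were up and 27 down in 35 d vs. 63 d (36 and 28 adjusted over the list alone; adjusted p = 0.921 for the list by camera) and 35 up and 34 down in 35 d vs. 69 d (35 and 37 over the list alone). Ethylene genes had 23 up and 37 down of 135 (24 and 37 over the list alone; list adjusted p = 0.308), and abscisic acid genes 1 up and 6 down of 37 (1 and 6 over the list alone; list adjusted p = 0.308). Jasmonate genes fell as a list, with 5 up and 19 down of 69 (6 and 20 over the list alone; median −0.59, adjusted p = 0.0128, and adjusted p = 0.221 with an estimated correlation).
For 63 d vs. 69 d edgeR called no unigene of these 4 lists, with 14 auxin, 19 ethylene, 4 abscisic acid and 10 jasmonate unigenes at an unadjusted p under 0.05, and DESeq2 on the 9 libraries called 2, 5, 0 and 3. The list medians were −0.06 (auxin, adjusted p = 0.408), 0.00 (ethylene, adjusted p = 0.86), 0.09 (abscisic acid, adjusted p = 0.86) and −0.31 (jasmonate, adjusted p = 0.115). KEGG pathways were not tested, because the annotation used here gives KEGG orthologs without their pathways.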

The plant hormone signaling pathway was enriched in all groups. Fructose and mannose metabolism, glycolysis/gluconeogenesis, and pentose phosphate pathways were found in 63 d vs. 69 d, and it was speculated that the differentially expressed genes of these pathways may have an impact on “sugar receding”.

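Enzymes of these pathways were abundant at 63 and 69 DAA, and no list of them passed the test between the 2 stages. The pyrophosphate-dependent phosphofructokinase unigene with the highest level (Cluster-6206.78820), whose enzyme can convert fructose 6-phosphate in either direction, had 240 ± 115.5 FPKM at 35 DAA, 819.5 ± 48.1 at 63 DAA and 1022 ± 399 at 69 DAA (mean ± SD, n = 3; log2 fold change 1.84, adjusted p = 0.00778, in 35 d vs. 69 d; 0.38, adjusted p = 0.893, in 63 d vs. 69 d). Glyceraldehyde-3-phosphate dehydrogenase (Cluster-6206.73807), a later glycolytic enzyme, had means of 3801, 5030 and 5528 FPKM and was not called in any comparison. Over 163 unigenes of the other glycolysis enzymes the median log2 fold change in 63 d vs. 69 d was −0.08 (71 higher, 92 lower; adjusted p = 0.441 by camera), and over 20 pyrophosphate-dependent phosphofructokinase unigenes it was 0.02 (10 higher, 10 lower; adjusted p = 0.908). The pentose phosphate enzyme 6PGD (6 unigenes, median 0.03, adjusted p = 0.991) did not pass either. The TCA cycle list, downstream of glycolysis, had 137 of 195 unigenes lower (median −0.17, adjusted p = 0.115). By camera on signed scores of the p values it had adjusted p = 0.0681 with the 9 libraries. It passed without 35 DAA replicate 2 (0.0383), 35 DAA replicate 3 (0.0408) or 63 DAA replicate 3 (0.0278). It also passed with FPKM of at least 5 (0.0108), median-of-ratios scaling (0.0385), quantile normalization (0.0283) and only 6 libraries (0.00726). With 2 libraries left out together, chosen later, it had 0.0456. The other alternatives gave 0.0632 to 0.916, the highest with an estimated correlation. None of these unigenes was called by edgeR, and 6, 0, 0 and 10 of them had an unadjusted p under 0.05, in this order of lists; DESeq2 on the 9 libraries called 0 in each.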

**Figure 5:**
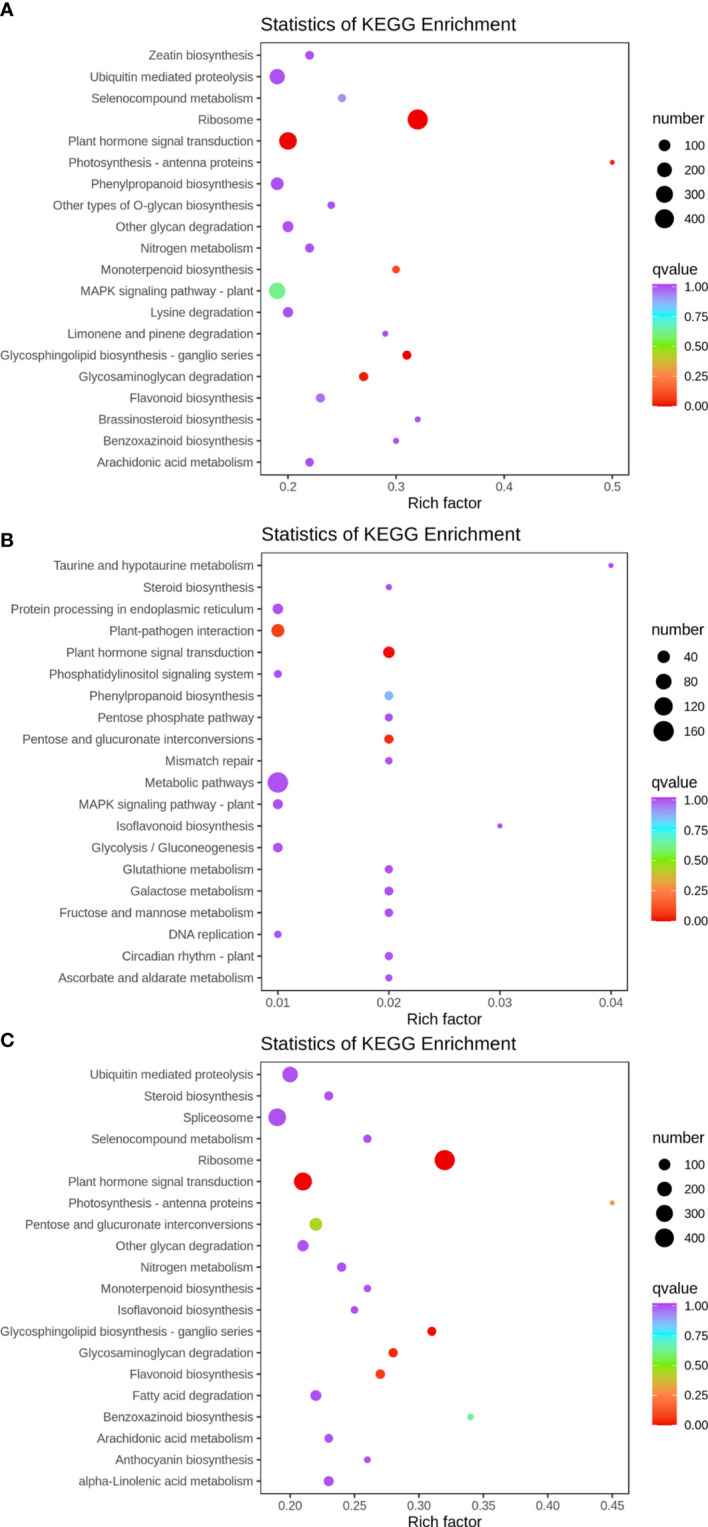
KEGG enrichment bubble plot. Differentially expressed genes generated by a comparison of **(A)** 35 d vs. 63 d, **(B)** 63 d vs. 69 d, **(C)** 35 d vs. 69 d. Rich factor represents the ratio of the number of differentially expressed genes enriched by the pathway to the number of annotated genes. The color bar represents the significance test p value adjusted for multiple hypothesis testing. The number represents the number of differentially expressed genes enriched in the pathway.

### 3.8 Screening of differentially expressed genes

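Fig. 6 prints 68 of these unigenes by name, and those were followed here. At 63 and 69 DAA the PFK group had the highest summed FPKM of these enzymes in each library: its 25 unigenes held 1153 ± 711 FPKM at 35 DAA, 5775 ± 1190 at 63 DAA and 9526 ± 4160 at 69 DAA (mean ± SD of the sums, n = 3). The 7 HK unigenes, which phosphorylate hexoses, held 146 ± 5.04, 326 ± 3.68 and 414 ± 53.7 FPKM, and the 20 PK unigenes, at the end of glycolysis, 996 ± 170.0, 1425 ± 66.5 and 1597 ± 305. The 12 unigenes of sucrose metabolism held 487 ± 130, 1288 ± 151 and 1006 ± 185 FPKM. Against 35 DAA, 33 of the 68 unigenes were up and 1 down at 69 DAA and 21 up and 1 down at 63 DAA. Between 63 and 69 DAA none was called by edgeR, 6 had an unadjusted p under 0.05, all of them higher at 69 DAA, and neither DESeq2 fit called any. The study picked these unigenes on the same libraries, so their directions are not independent evidence. The 25 PFK unigenes share 6 best matches, and fragments may be divided among near-identical unigenes.

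**Figure D2:**
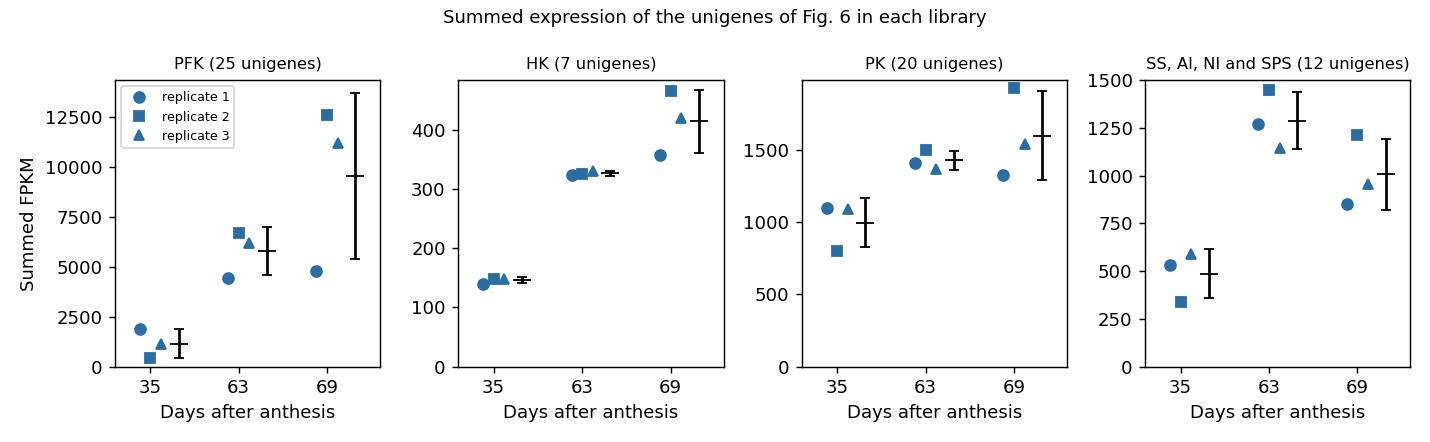
Summed FPKM per library of the unigenes printed in Fig. 6 for PFK (25), HK (7), PK (20) and sucrose metabolism (12) at 35, 63 and 69 DAA. Markers are replicates 1, 2 and 3; black marks the mean ± SD, n = 3.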

To further analyze the differentially expressed genes related to the “sugar receding” phenomenon in ‘Feizixiao’ litchi pulp, a total of 91 genes related to sucrose metabolism, EMP and PPP were screened from the transcriptome data. No FK, SWEET and sucrose transporter (SUT) genes were screened due to low expression and no significant change in the “sugar receding” period. 

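Some fructokinase unigenes fell between 35 and 63 DAA, and the sucrose carriers rose as a list. Fructokinase-2 (Cluster-6206.46513), which phosphorylates fructose, had 45.7 ± 32.6 FPKM at 35 DAA, 5.95 ± 1.71 at 63 DAA and 7.33 ± 3.07 at 69 DAA (mean ± SD, n = 3; log2 fold change −3.21, adjusted p = 0.00325, in 35 d vs. 63 d; 0.37, adjusted p = 0.937, in 63 d vs. 69 d). The sum over 16 FK unigenes was 116 ± 41.4, 55.0 ± 2.37 and 50.7 ± 7.90 FPKM, with 5 down in 35 d vs. 63 d (5 adjusted over the list alone). The 14 SWEET unigenes, sugar exporters, summed to 9.88 ± 1.93, 24.6 ± 3.91 and 41.9 ± 18.0 FPKM, with 3 up in 35 d vs. 63 d (2 over the list alone). SWEET4 (Cluster-6206.53103) had 4.88 ± 0.69 FPKM at 63 DAA and 11.0 ± 8.3 at 69 DAA (1.24, adjusted p = 0.662). The 12 SUT unigenes summed to 22.8 ± 0.827, 50.1 ± 4.20 and 52.6 ± 5.20 FPKM. They rose as a list in 35 d vs. 63 d (3 up, 4 over the list alone, median 0.88, adjusted p = 0.034 by camera). With an estimated correlation the list had adjusted p = 0.234. By camera on signed scores of the p values it had 0.0165. It did not pass without 35 DAA replicate 3 (0.0897), with FPKM of at least 5 (0.077, 4 unigenes) or with summed counts (0.0974).
In 63 d vs. 69 d the list medians were −0.05 (FK, adjusted p = 0.57), 0.50 (SWEET, adjusted p = 0.408) and 0.03 (SUT, adjusted p = 0.86). edgeR called none of their unigenes, 1 FK, 0 SWEET and 0 SUT unigenes had an unadjusted p under 0.05, and DESeq2 on the 9 libraries called 0. The 38 hexose and tonoplast sugar carriers rose as a list in 35 d vs. 63 d (17 up, 5 down; 18 and 5 over the list alone; median 2.42, adjusted p = 0.000334, and adjusted p = 0.161 with an estimated correlation) and had a median of −0.27 in 63 d vs. 69 d (adjusted p = 0.445).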

The log_2_(fold change) was calculated to plot the heatmap shown in **Figure 6**. 

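The enzymes of Fig. 6 had fitted changes in both directions between 63 and 69 DAA. By edgeR 6 of the 68 unigenes had an unadjusted p under 0.05, all of them higher at 69 DAA, and none passed over all tested unigenes, nor by DESeq2. The SS unigenes, whose enzyme cleaves sucrose reversibly, had a median log2 fold change of −0.34. The highest (Cluster-6206.85315) had 299 ± 47.6 FPKM at 63 DAA and 293 ± 63.6 at 69 DAA (mean ± SD, n = 3; 0.03, adjusted p = 0.996 by edgeR), and Cluster-6206.80820 120 ± 13.7 and 81.7 ± 13.5 (−0.50, SE 0.27, adjusted p = 0.667). The highest AI unigene (Cluster-6206.77750), a soluble enzyme that splits sucrose, had 244 ± 113 and 103 ± 122 FPKM (−1.21, SE 0.87, adjusted p = 0.795). The NI unigene Cluster-6206.67397, whose match is a chloroplast invertase, had 20.99 ± 3.36 and 36.5 ± 4.92 FPKM (0.86, SE 0.17, unadjusted p = 0.000685, adjusted p = 0.221). It alone passed when the p values were adjusted over the 68 unigenes of Fig. 6 (adjusted p = 0.0466). The study picked these 68 on the same libraries, so that adjustment is too lenient and the pass is not independent evidence. The SPS unigene Cluster-6206.70664, of the enzyme that makes sucrose phosphate, had 45.1 ± 6.2 and 43.3 ± 8.2 FPKM (0.00), after a rise from 5.23 ± 2.50 at 35 DAA (2.87, adjusted p = 0.000419, in 35 d vs. 63 d). The HK unigenes had a median of 0.36, and hexokinase-1 (Cluster-6206.71042) had 175 ± 8.0 and 233 ± 41.6 FPKM (0.47, SE 0.17, unadjusted p = 0.0213, adjusted p = 0.488). The PK unigenes had a median of 0.18, with 283.5 ± 27.9 and 337 ± 88.2 FPKM for Cluster-6206.72843 (0.31, adjusted p = 0.879). Replicates of the 2 stages did not overlap for 11 of the 68 unigenes (16.2%, where chance gives 10%), among them 3 SS unigenes, lower, and 3 HK unigenes, higher. The share over all tested unigenes is not given here, and the 68 were picked on these libraries. The 16.2% therefore does not set the unigenes of Fig. 6 apart from others.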

In 63 d vs. 69 d, four SS genes were screened out and all were downregulated; three AI genes were screened out, of which two were downregulated; two NI genes were screened out, of which one was downregulated; three SPS genes were screened out, of which two were downregulated; seven HK genes were screened out, of which five were upregulated; Twenty-five PFK genes were screened out, of which twenty-three were upregulated; twenty PK genes were screened out, of which twelve were upregulated; one G6PD gene was screened out and it was upregulated; and three 6PGD genes were screened out, of which one was upregulated. 

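Of the 12 sucrose unigenes of Fig. 6, 6 rose in 35 d vs. 63 d and 5 in 35 d vs. 69 d. Invertase unigene Cluster-6206.93876 had 4.16 FPKM at 35 DAA, 37.9 at 63 DAA and 33.8 at 69 DAA (means, n = 3; log2 fold change 2.92, adjusted p = 0.00175 by edgeR, in 35 d vs. 63 d). The SS unigene Cluster-6206.78756 had 82.4, 222 and 161 FPKM (1.13, adjusted p = 0.0284, in 35 d vs. 63 d; −0.38, adjusted p = 0.852, in 63 d vs. 69 d). The SPS group held 17.5, 120 and 114 FPKM in sum. At 69 DAA, 7 of the 12 unigenes (58.3%) had a fitted fold change below 0 against 63 DAA, with a median of −0.14, and by mean FPKM, a measure added after the fitted directions were seen, 9 of 12 were lower. One of the 12, placed with AI in the figure (Cluster-6206.72315), has a UPF0481 protein as its best match and was higher at 69 DAA (0.38, adjusted p = 0.795). None was called by edgeR, 1 had an unadjusted p under 0.05 (an NI unigene, higher), and DESeq2 on the 9 libraries called none.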

The results showed that during the “sugar receding” period, seventy-five percent of the sucrose metabolism enzyme genes were downregulated. In EMP, seventy-seven percent of the genes were upregulated. 

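In glycolysis the group with most unigenes higher at 69 DAA was PFK, with 23 of 25 above 63 DAA by the fitted fold change, beside 5 of 7 HK and 14 of 20 PK. Together 42 of the 52 EMP unigenes (80.8%) were higher, with a median log2 fold change of 0.56, and 19 of the 27 without PFK (70.4%), with a median of 0.24. By mean FPKM 40 of 52 (76.9%) were higher. Hexokinase-1 Cluster-6206.63562 had 0.987 ± 0.387 FPKM at 35 DAA, 28.3 ± 4.3 at 63 DAA and 50.6 ± 13.2 at 69 DAA (mean ± SD, n = 3; 5.40, adjusted p = 8.69e-05 by edgeR, in 35 d vs. 69 d; 0.92, adjusted p = 0.474, in 63 d vs. 69 d). PK Cluster-6206.72872 had 13.2, 26.7 and 64.6 FPKM (2.06, adjusted p = 0.0206, in 35 d vs. 69 d; 1.34, SE 0.56, adjusted p = 0.571, in 63 d vs. 69 d). It was not called in 35 d vs. 69 d without 35 DAA replicate 2 (adjusted p = 0.0627) or 3 (0.0679) or without 69 DAA replicate 2 (0.0587) or 3 (0.0602). Between 35 and 69 DAA, 28 of the 52 were called up and 1 down. Between 63 and 69 DAA edgeR and DESeq2 called none, and 5 had an unadjusted p under 0.05. One unigene placed with PK in the figure (Cluster-6206.84926) has a protein phosphatase 2C as its best match, and one placed with HK (Cluster-6206.41640) only a hypothetical protein; both are counted in these groups.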

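The 6PGD unigenes of Fig. 6, of an oxidative step of the pentose phosphate pathway, had fitted changes near 0 between 63 and 69 DAA. They had 240 ± 16.5 FPKM at 63 DAA and 245 ± 17.9 at 69 DAA (Cluster-6206.71164; mean ± SD, n = 3; log2 fold change 0.09, adjusted p = 0.936 by edgeR), 57.3 ± 4.6 and 45.3 ± 4.9 (Cluster-6206.77879; −0.28, adjusted p = 0.669) and 88.5 and 83.1 (Cluster-6206.79974; −0.03, adjusted p = 0.994). None of these 3 reached the fold change limit in any comparison; in 35 d vs. 69 d Cluster-6206.71164 had 0.44 (adjusted p = 0.0236) and Cluster-6206.77879 −0.58 (adjusted p = 0.0144). By edgeR none of them had an unadjusted p under 0.05 in 63 d vs. 69 d, and neither DESeq2 fit called any.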

In PPP, two genes were upregulated, and two genes were downregulated.

**Figure 6:**
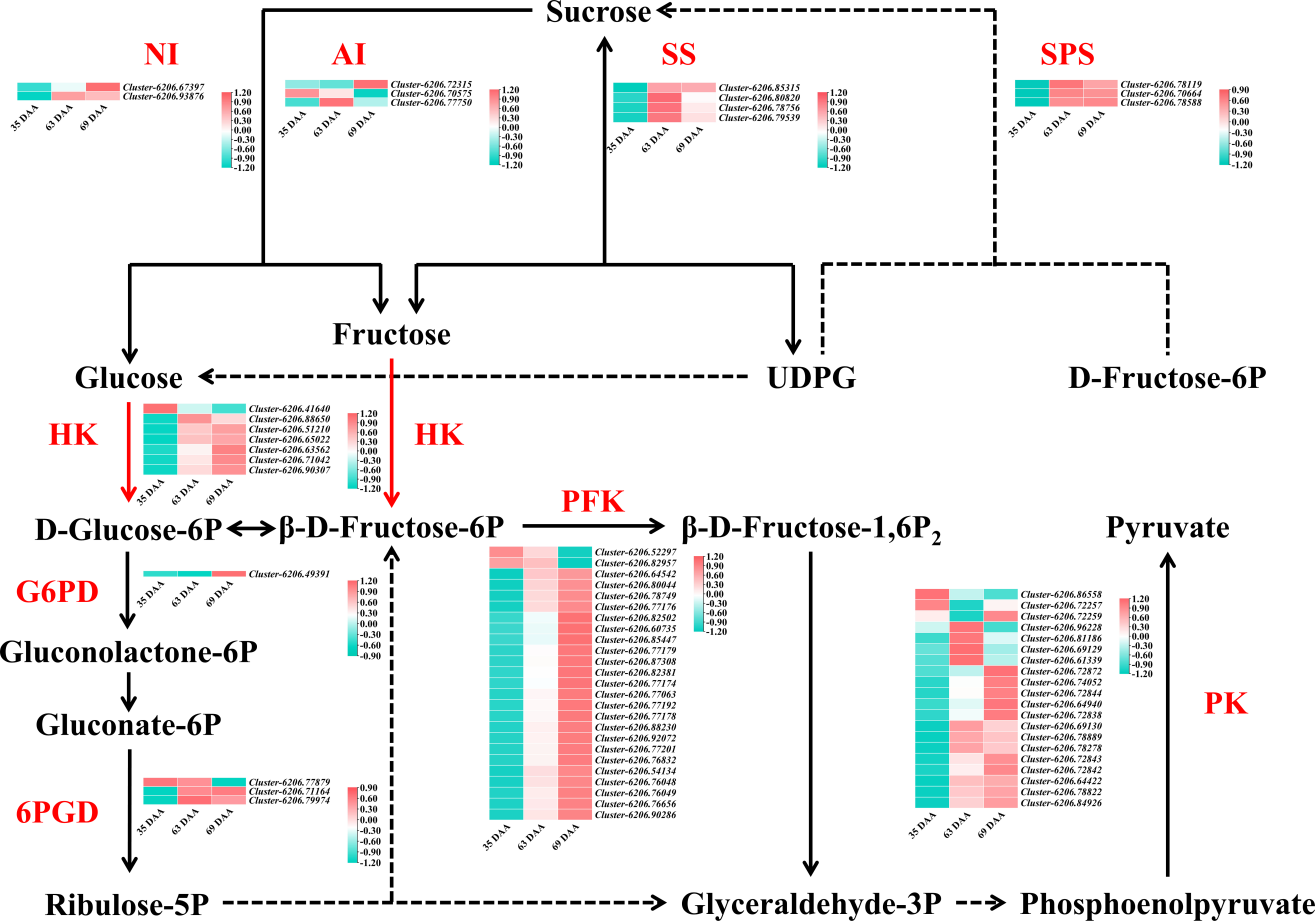
The sugar metabolism pathway map and heatmap of differentially expressed genes in 35 d vs. 63 d, 63 d vs. 69 d, 35 d vs. 69 d. The color bar represents the value of log_2_(fold change). SS, sucrose synthase; SPS, sucrose phosphate synthase; AI, acid invertase; NI, neutral invertase; HK, hexokinase; G6PD, glucose 6-phosphate dehydrogenase; 6PGD, 6-phosphogluconate dehydrogenase; PFK, phosphofructokinase; PK, pyruvate kinase.

In summary, most of the sucrose metabolism enzyme genes were downregulated during the “sugar receding” period, most of the key genes in EMP were upregulated, and most of them were related to PFK genes. 

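Lists of all tested unigenes of each enzyme, matched by description and not picked on these libraries, give the wider family. Sucrose synthase had 21 of 27 unigenes lower at 69 than at 63 DAA (median log2 fold change −0.38, adjusted p = 0.339 by camera) and SPS 9 of 12 (−0.30, adjusted p = 0.196; 1 down adjusted over the list alone). Acid invertase had 4 of 8 lower (−0.13, or 0.03 with a unigene at 0 in a whole stage set to its bound; adjusted p = 0.86) and neutral invertase 10 of 21 (0.01, adjusted p = 0.886). Hexokinase had 13 of 16 higher (0.37, adjusted p = 0.0547) and passed with median-of-ratios scaling (adjusted p = 0.0309), quantile normalization (0.0413) and, in a setting chosen later, 35 DAA replicate 1 and 69 DAA replicate 1 left out together (0.0456), with 0.0503 to 0.49 in the other alternatives. PFK had 38 of 67 higher and 29 lower (median 0.15, mean −0.43). Its main test pointed to lower values at 69 DAA and did not pass (adjusted p = 0.862 by camera). With FPKM of at least 5 the PFK list passed as higher at 69 DAA (41 unigenes, median 0.731, adjusted p = 0.0135). So it did with the same 2 libraries left out (0.384, adjusted p = 0.0456). The other alternatives gave the PFK list adjusted p = 0.229 to 0.997. Pyruvate kinase had 25 of 53 higher (−0.01, adjusted p = 0.862). Hexokinase had already risen in 35 d vs. 63 d (5 up of 16, 6 over the list alone; median 1.37, adjusted p = 0.00479, and adjusted p = 0.161 with an estimated correlation), and so had SPS (4 up, 1 down, the same counts over the list alone; 2.36, adjusted p = 0.0273, and adjusted p = 0.161 with an estimated correlation). The list test of the alternatives was camera on signed scores of the p values. By it the SPS list did not pass with the 9 libraries either (adjusted p = 0.0774). With 1 library left out the SPS list had 0.0422 to 0.113, so these values do not show an effect of single libraries. Over all alternatives its adjusted p was 0.00577 (DESeq2 on 6 libraries, chosen later) to 0.526 (summed counts). In 35 d vs. 63 d the lists of sucrose synthase (2 up, 1 down; 0 and 0 over the list alone; adjusted p = 0.734), acid invertase (0 up, 2 down, the same over the list alone; adjusted p = 0.38), neutral invertase (4 up, 1 down, the same over the list alone; adjusted p = 0.308) and pyruvate kinase (4 up, 4 down; 3 and 4 over the list alone; adjusted p = 0.711) did not pass. In 63 d vs. 69 d edgeR called no unigene of these lists, and 0 SS, 1 SPS, 0 AI, 3 NI, 2 HK, 10 PFK and 4 PK unigenes had an unadjusted p under 0.05; DESeq2 on the 9 libraries called 1 SPS and 5 PFK unigenes, all lower, and on 6 libraries 6 PFK and 1 PK unigene lower and 1 SS unigene higher.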

There was no significant difference in the key genes in PPP, indicating that reducing sugars may be mainly consumed through EMP and that PFK is a key rate-limiting enzyme in EMP in ‘Feizixiao’ litchi pulp.

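The most abundant PFK unigenes rose strongly between 35 and 69 DAA, and their means were higher still at 69 than at 63 DAA, without a call by edgeR or DESeq2. ATP-dependent 6-phosphofructokinase 2 (Cluster-6206.78749) had 111 ± 37.1 FPKM at 35 DAA, 964 ± 17.6 at 63 DAA and 1341 ± 190 at 69 DAA (mean ± SD, n = 3; log2 fold change 2.83, adjusted p = 0.000281 by edgeR, in 35 d vs. 63 d; 0.55, SE 0.26, adjusted p = 0.621, in 63 d vs. 69 d). PFK 3 (Cluster-6206.77063) had 150 ± 81.1, 710 ± 190 and 1225 ± 604 FPKM (2.77, adjusted p = 0.00601, in 35 d vs. 69 d; 0.96, adjusted p = 0.702, in 63 d vs. 69 d), and PFK 4 (Cluster-6206.85447) 11.6 ± 4.9, 115 ± 18.2 and 274 ± 158 (4.25, adjusted p = 0.00186; 1.58, SE 0.60, adjusted p = 0.524). Another PFK 3 unigene (Cluster-6206.52297) went down, from 71.6 ± 32.8 at 35 DAA to 58.6 ± 24.4 and 27.5 ± 14.0 FPKM (−1.62, adjusted p = 0.0323, in 35 d vs. 69 d). By library, the PFK unigenes of Fig. 6 summed to 4429, 6699 and 6199 FPKM at 63 DAA and to 4792, 12580 and 11210 at 69 DAA, so 1 of the 3 replicates of 69 DAA lay within the range of 63 DAA. Over the whole PFK list the test of 63 d vs. 69 d was not passed (adjusted p = 0.862 by camera). Its direction was down, with a median of 0.15 and a mean of −0.43. The list passed as higher among unigenes with FPKM of at least 5 (0.731, adjusted p = 0.0135). In a setting chosen later, it also passed without 35 DAA replicate 1 and 69 DAA replicate 1 together (0.384, adjusted p = 0.0456). It did not pass in the other alternatives (adjusted p = 0.229 to 0.997).
The whole PFK list rose in 35 d vs. 63 d (17 up and 5 down of 67, the same counts over the list alone; median 1.08, adjusted p = 0.0273 by camera, and adjusted p = 0.803 with an estimated correlation). Tested by camera on signed scores of the p values, it passed with the 9 libraries (adjusted p = 0.0318). It did not pass without 35 DAA replicate 2 (median 0.67, adjusted p = 0.153) or 3 (1.43, adjusted p = 0.0635). Nor did it without 63 DAA replicate 2 (1.04, adjusted p = 0.0508), with no filter (1.05, adjusted p = 0.0588) or with summed counts (1.47, adjusted p = 0.113). At 69 DAA 27 were up and 9 down against 35 DAA (28 and 12 over the list alone; median 1.04, adjusted p = 0.0973). On the signed scores that comparison had adjusted p = 0.145. It passed with FPKM of at least 5 (median 2.42, adjusted p = 0.00267) and with only 6 libraries (2.05, 0.0217). It also passed with 35 DAA replicate 1 left out (2.08, 0.0185) or 69 DAA replicate 1 left out (1.45, 0.0397). With both left out, a setting chosen later, it had 2.12 (0.00188). The other alternatives gave 0.0622 to 0.836, the highest with an estimated correlation. Alcohol dehydrogenase 1 (Cluster-6206.67882), which makes ethanol downstream of glycolysis, rose beside PFK from 1642 ± 805 to 5159 ± 109 FPKM at 63 DAA (1.28, adjusted p = 0.0487) and was 7201 ± 2531 at 69 DAA (0.61, adjusted p = 0.783, against 63 DAA). The fermentation list of 61 unigenes summed to 8807 ± 4540, 22230 ± 669 and 27390 ± 8560 FPKM, with 13 up and 8 down in 35 d vs. 63 d (the same over the list alone; adjusted p = 0.52).
At this point the paper reasons from the genes of Fig. 6. It reports no significant difference for the key PPP genes, and states that most EMP genes were higher and that most of those were PFK. It proposes that reducing sugars are consumed mainly through EMP with PFK as the limiting enzyme. In its discussion it also draws on its sugar contents, its GO and KEGG enrichment and real-time PCR. The RNA values cover the transcript part of that argument, and neither flux nor PFK activity was analysed here. Whether PFK and PPP genes changed by different amounts was not tested.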

### 3.9 Real-time PCR verification

**Figures 7A, B** show that there was a significant linear correlation between the expression of 15 genes detected by real-time PCR and the transcriptome sequencing results (*r_2020_* = 0.9139, *r_2021_* = 0.8912), which proved the reliability of the transcriptome sequencing results.

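Most of the genes measured by PCR were called up in the sequenced RNA between 35 and 69 DAA. Of the 15 unigenes of Table S1, 13 were called up in 35 d vs. 69 d by edgeR (n = 3 libraries per stage), with log2 fold changes over the 15 from 0.75 to 4.25. The 2 that were not called were a pyruvate kinase (Cluster-6206.74052, adjusted p = 0.0556) and a sucrose synthase (Cluster-6206.78756, adjusted p = 0.0993). A PFK 7 unigene (Cluster-6206.77201) rose from 148 ± 107 FPKM at 35 DAA to 1193 ± 589 at 69 DAA (mean ± SD; 2.72, adjusted p = 0.0127). The number called was 10 to 14 with 1 library left out, and the pyruvate kinase was called without 35 DAA replicate 1 (adjusted p = 0.0471), 63 DAA replicate 1 (0.0472) or 3 (0.0443) or 69 DAA replicate 1 (0.0381). The authors chose these genes from the same libraries, and PCR values were not analysed here.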

**Figure 7:**
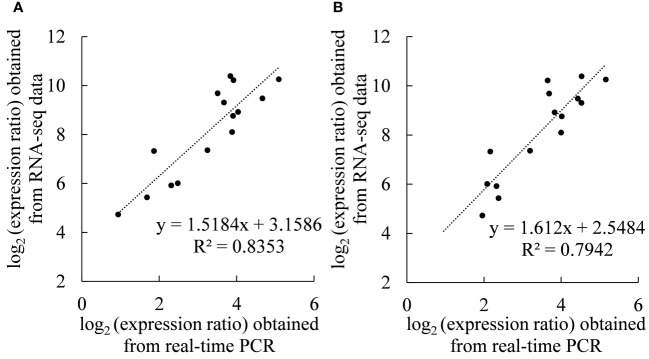
Coefficient analyses of gene expression levels obtained from the transcriptome sequencing (RNA-Seq) and real-time PCR data. Scatterplots were generated by the log_2_(expression ratios) from real-time PCR (x-axis) and RNA-seq (y-axis) in **(A)** 2020 and **(B)** 2021.

## 4 Discussion

### 4.1 The relationship between sugar contents and sucrose metabolism enzyme activities

Sugar compositions and contents are key factors affecting the intrinsic quality of fruit (Borsani et al., 2009), and sucrose metabolism enzymes play an important role in sugar accumulation in fruit (Sun et al., 2020). In this study, contents of the reducing sugars in the pulp increased continuously during the growth and development process, but the content of sucrose decreased significantly at the ripening stage, resulting in an overall decrease in the total soluble sugar content (**Figures 1A, B**). Some studies have shown that AI plays an important role in sugar accumulation (Ruan, 2014). However, the activity of AI was relatively low in this study, which may suggest that AI does not play an important role in the “sugar receding” phenomenon (**Figures 2A, B**). Moreover, the activity of SS-C was consistently greater than that of SS-S (**Figures 2E–H**), and the same result was found in a study of sucrose accumulation in peaches (Vizzotto et al., 1996), which may indicate that SS plays an important role in sucrose cleavage. The activity of SS (**Figures 2E–H**) in the middle and late stages of fruit growth and development is consistent with the changes in sucrose content (**Figures 1A, B**), a previous study in citrus (*Citrus unshiu* Marc.) showed that the change in SS activity at the ripening stage was consistent with the change in total sugar content (Komatsu et al., 2002). It was speculated that SS played a greater role in the middle and late stages of fruit growth and development. The comprehensive effect of sucrose metabolism enzymes, that is, the net activity of sucrose metabolism enzymes, was an important factor affecting the sugar content of ‘Feizixiao’ litchi pulp. The reducing sugar content increased, while the activities of enzymes that cleave sucrose decreased during the “sugar receding” period (**Figures 2A, C–F**), this observation may have been related to the simultaneous decrease in the activities of enzymes that synthesize sucrose (**Figures 2G–J**), so that the net activity showed a strong sucrose cleaving activity during the “sugar receding” period (**Figures 2K, L**), resulting in a significant decrease in sucrose content (**Figures 1A, B**). Moreover, a previous study showed that sugar accumulation is related to photosynthesis (Wang et al., 2022), and the products of photosynthesis are mainly transported to the fruit in the form of sucrose. The “sugar receding” phenomenon is mainly caused by the decrease in sucrose content, and it is speculated that the photosynthetic rate of leaves may decrease during the “sugar receding” period. Therefore, to study the causes of the “sugar receding” phenomenon in ‘Feizixiao’ litchi, we should study not only the changes in sucrose metabolism enzyme activities and respiratory metabolism of pulp but also need to further study photosynthesis in leaves.

### 4.2 Analysis of the transcriptome sequencing results

**Figures 1A, B** showed that the content of sucrose in ‘Feizixiao’ litchi pulp decreased significantly, but the content of reducing sugars did not increase significantly, indicating that the downstream pathway of sugar metabolism consumes reducing sugars. The pulp of ‘Shixia’ longan (*Dimocarpus longan* Lour), belonging to the Sapindaceae family, also had the “sugar receding” phenomenon, and the research results showed that upregulated EMP, tricarboxylic acid cycle, fermentation and energy metabolism promoted “sugar receding” in the pulp (Luo et al., 2021). In a study of potato (*Solanum tuberosum* L.) tubers, it was found that low temperature reduced the activity of PFK, resulting in the inhibition of EMP, the accumulation of hexose phosphates, and ultimately an increase in sugar content (Hammond et al., 1990), indicating that PFK has a significant effect on the metabolic rate and sugar accumulation of the pulp *via* EMP. Similar results were also found in this study. The GO enrichment analysis of the differentially expressed genes in the “sugar receding” period demonstrated that PFK genes were significantly enriched in the biological process and molecular function categories (**Figure 4B**). Additionally, the KEGG enrichment analysis found that glycolysis/gluconeogenesis and pentose phosphate were significantly enriched (**Figure 5B**). A total of 91 differentially expressed genes with high expression abundance, including sucrose metabolism genes and key genes in EMP and PPP, were screened from the transcriptome sequencing data (**Figure 6**). Fifteen of these genes were selected for real-time PCR verification (**Figures 7A, B**), proving the reliability of the transcriptome sequencing results. **Figure 6** showed that the expression of SS and SPS genes was downregulated during the “sugar receding” period, which was consistent with the change in enzyme activity (**Figures 2E-J**); Seventy-seven percent of the genes associated with EMP were upregulated, while PFK genes were expressed in high abundance, and the expression of key genes in PPP showed no significant changes (**Figure 6**), indicating that reducing sugars mainly entered EMP and are consumed in large quantities and that PFK is the most critical rate-limiting enzyme in the glycolysis pathway in ‘Feizixiao’ litchi pulp. Since no sucrose transporter genes was screened out from transcriptome data, it was speculated that ‘sugar receding’ is mainly caused by the enzymes related to sucrose metabolism and EMP.

## 5 Conclusion

In summary, ‘Feizixiao’ litchi pulp mainly accumulates reducing sugars, and the reducing sugar content of the pulp remains unchanged during the fruit ripening period; however, the decrease in the sucrose content during the fruit ripening period is the main reason for the “sugar receding” phenomenon in pulp. During the fruit ripening period, the expression of PFK genes is upregulated, thereby enhancing the activity of PFK in EMP, which in turn promotes the consumption of sugar, and thereby causing the “sugar receding” phenomenon. Furthermore, the expression of sucrose metabolism genes is downregulated and the net activity of these enzymes tends to cleave sucrose, resulting in a stable reducing sugar content.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GSE218876.

## Author contributions

ZK and PJ designed the experiments. PJ, DJ, WM, CT, SX, LH, LX performed the experiments. PJ analyzed the data and wrote the manuscript. ZK revised and polished the manuscript. All authors contributed to the article and approved the submitted version.

## References

[B1] BassonC. E.GroenewaldJ.-H.KossmannJ.CronjéC.BauerR. (2010). Sugar and acid-related quality attributes and enzyme activity in strawberry fruits: Invertase is the main sucrose hydrolysing enzyme. Food Chem. 121, 1156–1162. doi: 10.1016/j.foodchem.2010.01.064

[B2] BorsaniJ.BuddeC. O.PorriniL.LauxmannM. A.LombardoV. A.MurrayR.. (2009). Carbon metabolism of peach fruit after harvest: Changes in enzymes involved in organic acid and sugar level modifications. J. Exp. Bot. 60, 1823–1837. doi: 10.1093/jxb/erp055 19264753

[B3] BraunD. M.WangL.RuanY. L. (2014). Understanding and manipulating sucrose phloem loading, unloading, metabolism, and signalling to enhance crop yield and food security. J. Exp. Bot. 65, 1713–1735. doi: 10.1093/jxb/ert416 24347463

[B4] CastigliaD.CardiM.LandiS.CafassoD.EspositoS. (2015). Expression and characterization of a cytosolic glucose 6 phosphate dehydrogenase isoform from barley (*Hordeum vulgare*) roots. Protein. Expr. Purif. 112, 8–14. doi: 10.1016/j.pep.2015.03.016 25888782

[B5] ChenC.ChenH.ZhangY.ThomasH. R.FrankM. H.HeY.. (2020). TBtools:an integrative toolkit developed for interactive analyses of big biological data. Mol. Plant 13, 1194–1202. doi: 10.1016/j.molp.2020.06.009 32585190

[B6] GranotD.David-SchwartzR.KellyG. (2013). Hexose kinases and their role in sugar-sensing and plant development. Front. Plant Sci. 4. doi: 10.3389/fpls.2013.00044 PMC359473223487525

[B7] HammondJ. B. W.BurrellM. M.KrugerN. J. (1990). Effect of low temperature on the activity of phosphofructokinase from potato tubers. Planta 180, 613–616. doi: 10.1007/BF02411461 24202108

[B8] JiangY.WangY.SongL.LiuH.LichterA.KerdchoechuenO.. (2006). Postharvest characteristics and handling of litchi fruit — an overview. Aust. J. Exp. Agric. 46, 1541–1556. doi: 10.1071/EA05108

[B9] JiangS. Y.XuH. Y.WangH. C.HuG. B.LiJ. G.ChenH. B.. (2012). A comparison of the costs of flowering in ‘Feizixiao’ and ‘Baitangying’ litchi. Sci. Hortic. 148, 118–125. doi: 10.1016/j.scienta.2012.09.035

[B10] JiangL. Q.YeW. W.SituJ. J.ChenY. B.YangX. Y.KongG. H.. (2017). A puf RNA-binding protein encoding gene PlM90 regulates the sexual and asexual life stages of the litchi downy blight pathogen *Peronophythora litchii* . Fungal Genet. Biol. 98, 39–45. doi: 10.1016/j.fgb.2016.12.002 27939344

[B11] Kandel-KfirM.Damari-WeisslerH.GermanM. A.GidoniD.MettA.BelausovE.. (2006). Two newly identified membrane-associated and plastidic tomato HXKs: characteristics, predicted structure and intracellular localization. Planta 224, 1341–1352. doi: 10.1007/s00425-006-0318-9 16761134

[B12] KaurG.DasN. (2022). An isoform of sucrose synthase involved in sink strength of potato (*Solanum tuberosum* l.): Molecular cloning, sequence analyses, 3-d structure, crucial motifs and expression. S AFR J. Bot. 149, 446–457. doi: 10.1016/j.sajb.2022.06.032

[B13] KochK. (2004). Sucrose metabolism: Regulatory mechanisms and pivotal roles in sugar sensing and plant development. Curr. Opin. Plant Biol. 7, 235–246. doi: 10.1016/j.pbi.2004.03.014 15134743

[B14] KomatsuA.MoriguchiT.KoyamaK.OmuraM.AkihamaT. (2002). Analysis of sucrose synthase genes in citrus suggests different roles and phylogenetic relationships. J. Exp. Bot. 53, 61–71. doi: 10.1093/jexbot/53.366.61 11741042

[B15] KouJ. Y.WeiY. Y.HeX. X.XuJ. Y.XuF.ShaoX. F. (2018). Infection of post-harvest peaches by monilinia fructicola accelerates sucrose decomposition and stimulates the embden–Meyerhof–Parnas pathway. Hortic. Res. 5, 46. doi: 10.1038/s41438-018-0046-x 30181886PMC6119188

[B16] LiaoH. Z.LinX. K.DuJ. J.PengJ. J.ZhouK. B. (2022). Transcriptomic analysis reveals key genes regulating organic acid synthesis and accumulation in the pulp of litchi chinensis sonn. cv. Feizixiao. Sci. Hortic. 303, 111220. doi: 10.1016/j.scienta.2022.111220

[B17] LiX.DaiL. Y.LiuH.LiuW.PanB. L.WangX.. (2020b). Molecular mechanisms of furanone production through the EMP and PP pathways in zygosaccharomyces rouxii with d-fructose addition. Food Res. Int. 133, 109137. doi: 10.1016/j.foodres.2020.109137 32466928

[B18] LiX.GuoW.LiJ.YueP.BuH.JiangJ.. (2020a). Histone acetylation at the promoter for the transcription factor PuWRKY31 affects sucrose accumulation in pear fruit. Plant Physiol. 182, 2035–2046. doi: 10.1104/pp.20.00002 32047049PMC7140945

[B19] LivakK. J.SchmittgenT. D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-delta delta C(T)) method. Methods 25, 402–408. doi: 10.1006/meth.2001.1262 11846609

[B20] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[B21] LuoT.ShuaiL.LaiT. T.LiaoL. Y.LiJ.DuanZ. H.. (2021). Up-regulated glycolysis, TCA, fermentation and energy metabolism promoted the “sugar receding” in ‘Shixia’ longan (*Dimocarpus longan* lour.) pulp. Sci. Hortic. 281, 109998. doi: 10.1016/j.scienta.2021.109998

[B22] MaQ. J.SunM. H.LuJ.LiuY. J.HuD. G.HaoY. J. (2017). Transcription factor AREB2 is involved in soluble sugar accumulation by activating sugar transporter and amylase genes. Plant Physiol. 174, 2348–2362. doi: 10.1104/pp.17.00502 28600345PMC5543958

[B23] MenzelC. (2001). The physiology of growth and cropping in lychee. Acta Hortic. 558, 175–184. doi: 10.17660/ActaHortic.2001.558.24

[B24] MilneR. J.GrofC. P. L.PatrickJ. W. (2018). Mechanisms of phloem unloading: shaped by cellular pathways, their conductances and sink function. Curr. Opin. Plant Biol. 43, 8–15. doi: 10.1016/j.pbi.2017.11.003 29248828

[B25] PareekS. (2016). “Nutritional and biochemical composition of lychee (Litchi chinensis sonn.) cultivars,” in Nutritional composition of fruit cultivars. Ed. SimmondsM. S. J. (San Diego, FL: Academic Press), 395–418. doi: 10.1016/B978-0-12-408117-8.00017-9

[B26] PegoJ. V.SmeekensS. C. M. (2000). Plant fructokinases: A sweet family get-together. Trends Plant Sci. 5, 531–536. doi: 10.1016/S1360-1385(00)01783-0 11120475

[B27] Ramos-MartinezJ. I. (2017). The regulation of the pentose phosphate pathway: Remember Krebs. Arch. Biochem. Biophys. 614, 50–52. doi: 10.1016/j.abb.2016.12.012 28041936

[B28] RenG. X.RanX. L.ZengR. Y.ChenJ. W.WangY. B.MaoC. L.. (2021). Effects of sodium selenite spray on apple production, quality, and sucrose metabolism-related enzyme activity. Food Chem. 339, 127883. doi: 10.1016/j.foodchem.2020.127883 32889132

[B29] RuanY. L. (2014). Sucrose metabolism: gateway to diverse carbon use and sugar signaling. Annu. Rev. Plant Biol. 65, 33–67. doi: 10.1146/annurev-arplant-050213-040251 24579990

[B30] RuanY. L.JinY.YangY. J.LiG. J.BoyerJ. S. (2010). Sugar input, metabolism, and signaling mediated by invertase: Roles in development, yield potential, and response to drought and heat. Mol. Plant 3, 942–955. doi: 10.1093/mp/ssq044 20729475

[B31] SunL.LiC. Y.ZhuJ.JiangC. N.LiY. H.GeY. H. (2020). Influences of postharvest ATP treatment on storage quality and enzyme activity in sucrose metabolism of malus domestica. Plant Physiol. Biochem. 156, 87–94. doi: 10.1016/j.plaphy.2020.09.004 32919213

[B32] TrevanionS. J.KrugerN. J. (1991). Effect of temperature on the kinetic properties of pyrophosphate: fructose 6-phosphate phosphotransferase from potato tuber. J. Plant Physiol. 137, 753–759. doi: 10.1016/S0176-1617(11)81235-6

[B33] VaretH.Brillet-GuéguenL.CoppéeJ.-Y.DilliesM.-A. (2016). SARTools: A DESeq2- and EdgeR-based r pipeline for comprehensive differential analysis of RNA-seq data. PLoS ONE 11, e0157022. doi: 10.1371/journal.pone.0157022 27280887PMC4900645

[B34] VizzottoG.PintonR.VaraniniZ.CostaG. (1996). Sucrose accumulation in developing peach fruit. Physiol. Plant 96, 225–230. doi: 10.1111/j.1399-3054.1996.tb00206.x

[B35] WangL.BrouardE.ProdhommeD.HilbertG.RenaudC.PetitJ.. (2022). Regulation of anthocyanin and sugar accumulation in grape berry through carbon limitation and exogenous ABA application. Food Res. Int. 160, 111478. doi: 10.1016/j.foodres.2022.111478 36076369

[B36] WangH. C.HuangH. B.HuangX. M.HuZ. Q. (2006). Sugar and acid compositions in the arils of litchi chinensis sonn.: Cultivar differences and evidence for the absence of succinic acid. J. Hortic. Sci. Biotechnol. 81, 57–62. doi: 10.1080/14620316.2006.11512029

[B37] WangZ.YuanM. L.LiS. J.GaoD.ZhouK. B. (2017). Applications of magnesium affect pericarp colour in the feizixiao litchi. J. Hortic. Sci. Biotechnol. 92, 559–567. doi: 10.1080/14620316.2017.1322922

[B38] YangZ. Y.WangT. D.WangH. C.HuangX. M.QinY. H.HuG. B. (2013). Patterns of enzyme activity and gene expressions in sucrose metabolism in relation to sugar accumulation and composition in the aril of litchi chinensis sonn. J. Plant Physiol. 170, 731–740. doi: 10.1016/j.jplph.2012.12.021 23499454

[B39] ZhangY. X.YuD.LiuC. Y.GaiS. P. (2018). Dynamic of carbohydrate metabolism and the related genes highlights PPP pathway activation during chilling induced bud dormancy release in tree peony (*Paeonia suffruticosa*). Sci. Hortic. 242, 36–43. doi: 10.1016/j.scienta.2018.07.022

[B40] ZhaoY. Y.TangJ. X.BrummellD. A.SongC. C.QiS. N.LinQ.. (2022). Abscisic acid alleviates chilling injury in cold-stored peach fruit by regulating the metabolism of sucrose. Sci. Hortic. 298, 111000. doi: 10.1016/j.scienta.2022.111000 PMC948880736147223

# Supplementary material for: Transcriptomics‐based analysis of the causes of sugar receding in Feizixiao litchi (Litchi chinensis Sonn.) pulp
**Source:** Front Plant Sci. 2022 Dec 22;13:1083753. doi: 10.3389/fpls.2022.1083753
**Supplement:** Supplementary file 1

**Supplementary Table S1. Internal reference and real-time PCR primers.**

| Gene ID | Forward primer (5’ to 3’) | Reverse primer (5’ to 3’) |
| --- | --- | --- |
| *Actin* | AGTTTGGTTGATGTGGGAGAC | TGGCTGAACCCGAGATGAT |
| *Cluster-6206.78756* | CTGCCTCCATTTGTGGCTAT | CAAAATCAAGCTCGAGCACA |
| *Cluster-6206.70664* | AGCGCAAACTGAGAGCTAGG | AGACCAAATCGGTGGATCAG |
| *Cluster-6206.78119* | ACGAGCTAGGATCAGGCGTA | AAGAGGGGTGGTCTTCGTTT |
| *Cluster-6206.78749* | GGGCTGTTTGAATTCCTTGA | CTCTTCCTTCTGGGCATCAG |
| *Cluster-6206.85447* | CATGATCCGTGCTATTCCAA | GTACCCAGCCATAGCACCAT |
| *Cluster-6206.77179* | GCAATGCATCCGATAATGTG | AACAGGGCCAACTGTGAAAC |
| *Cluster-6206.77063* | CGAGAATGGTGTTGGTGTTG | GTCCACCAGGTCCTTCAAGA |
| *Cluster-6206.88230* | GTCGCCCAAAAGATTGTTGT | GCAAAGACCACCACACGTTA |
| *Cluster-6206.82381* | GCATTGCATCCGATAATGTG | GGACCAACTGTGAAGCCTGT |
| *Cluster-6206.77201* | TGACATCCATAAGCGTGGTG | AGCCCCTTTCTGAGTTCCAT |
| *Cluster-6206.77192* | ACCCCACCTTCTCTTGCTCT | GGAGTTCTCGGAAATGACCA |
| *Cluster-6206.77174* | GCAATGCATCCGATAATGTG | ACCCGATGGAACGGTATGTA |
| *Cluster-6206.82502* | TCGGAGGAGATGGAACTCAG | ATTCCAGCCACAGCAACTTT |
| *Cluster-6206.72872* | CCAAGGGAAGCCTGTTGTAA | TCAGTGCCATCAAGAACTGC |
| *Cluster-6206.74052* | TTGGTTCCGGCTTTATATGC | TTGCAGAATCCCTTGCTCTT |

# Supplementary material for: Transcriptomics‐based analysis of the causes of sugar receding in Feizixiao litchi (Litchi chinensis Sonn.) pulp
**Source:** Front Plant Sci. 2022 Dec 22;13:1083753. doi: 10.3389/fpls.2022.1083753
**Supplement:** Supplementary file 2

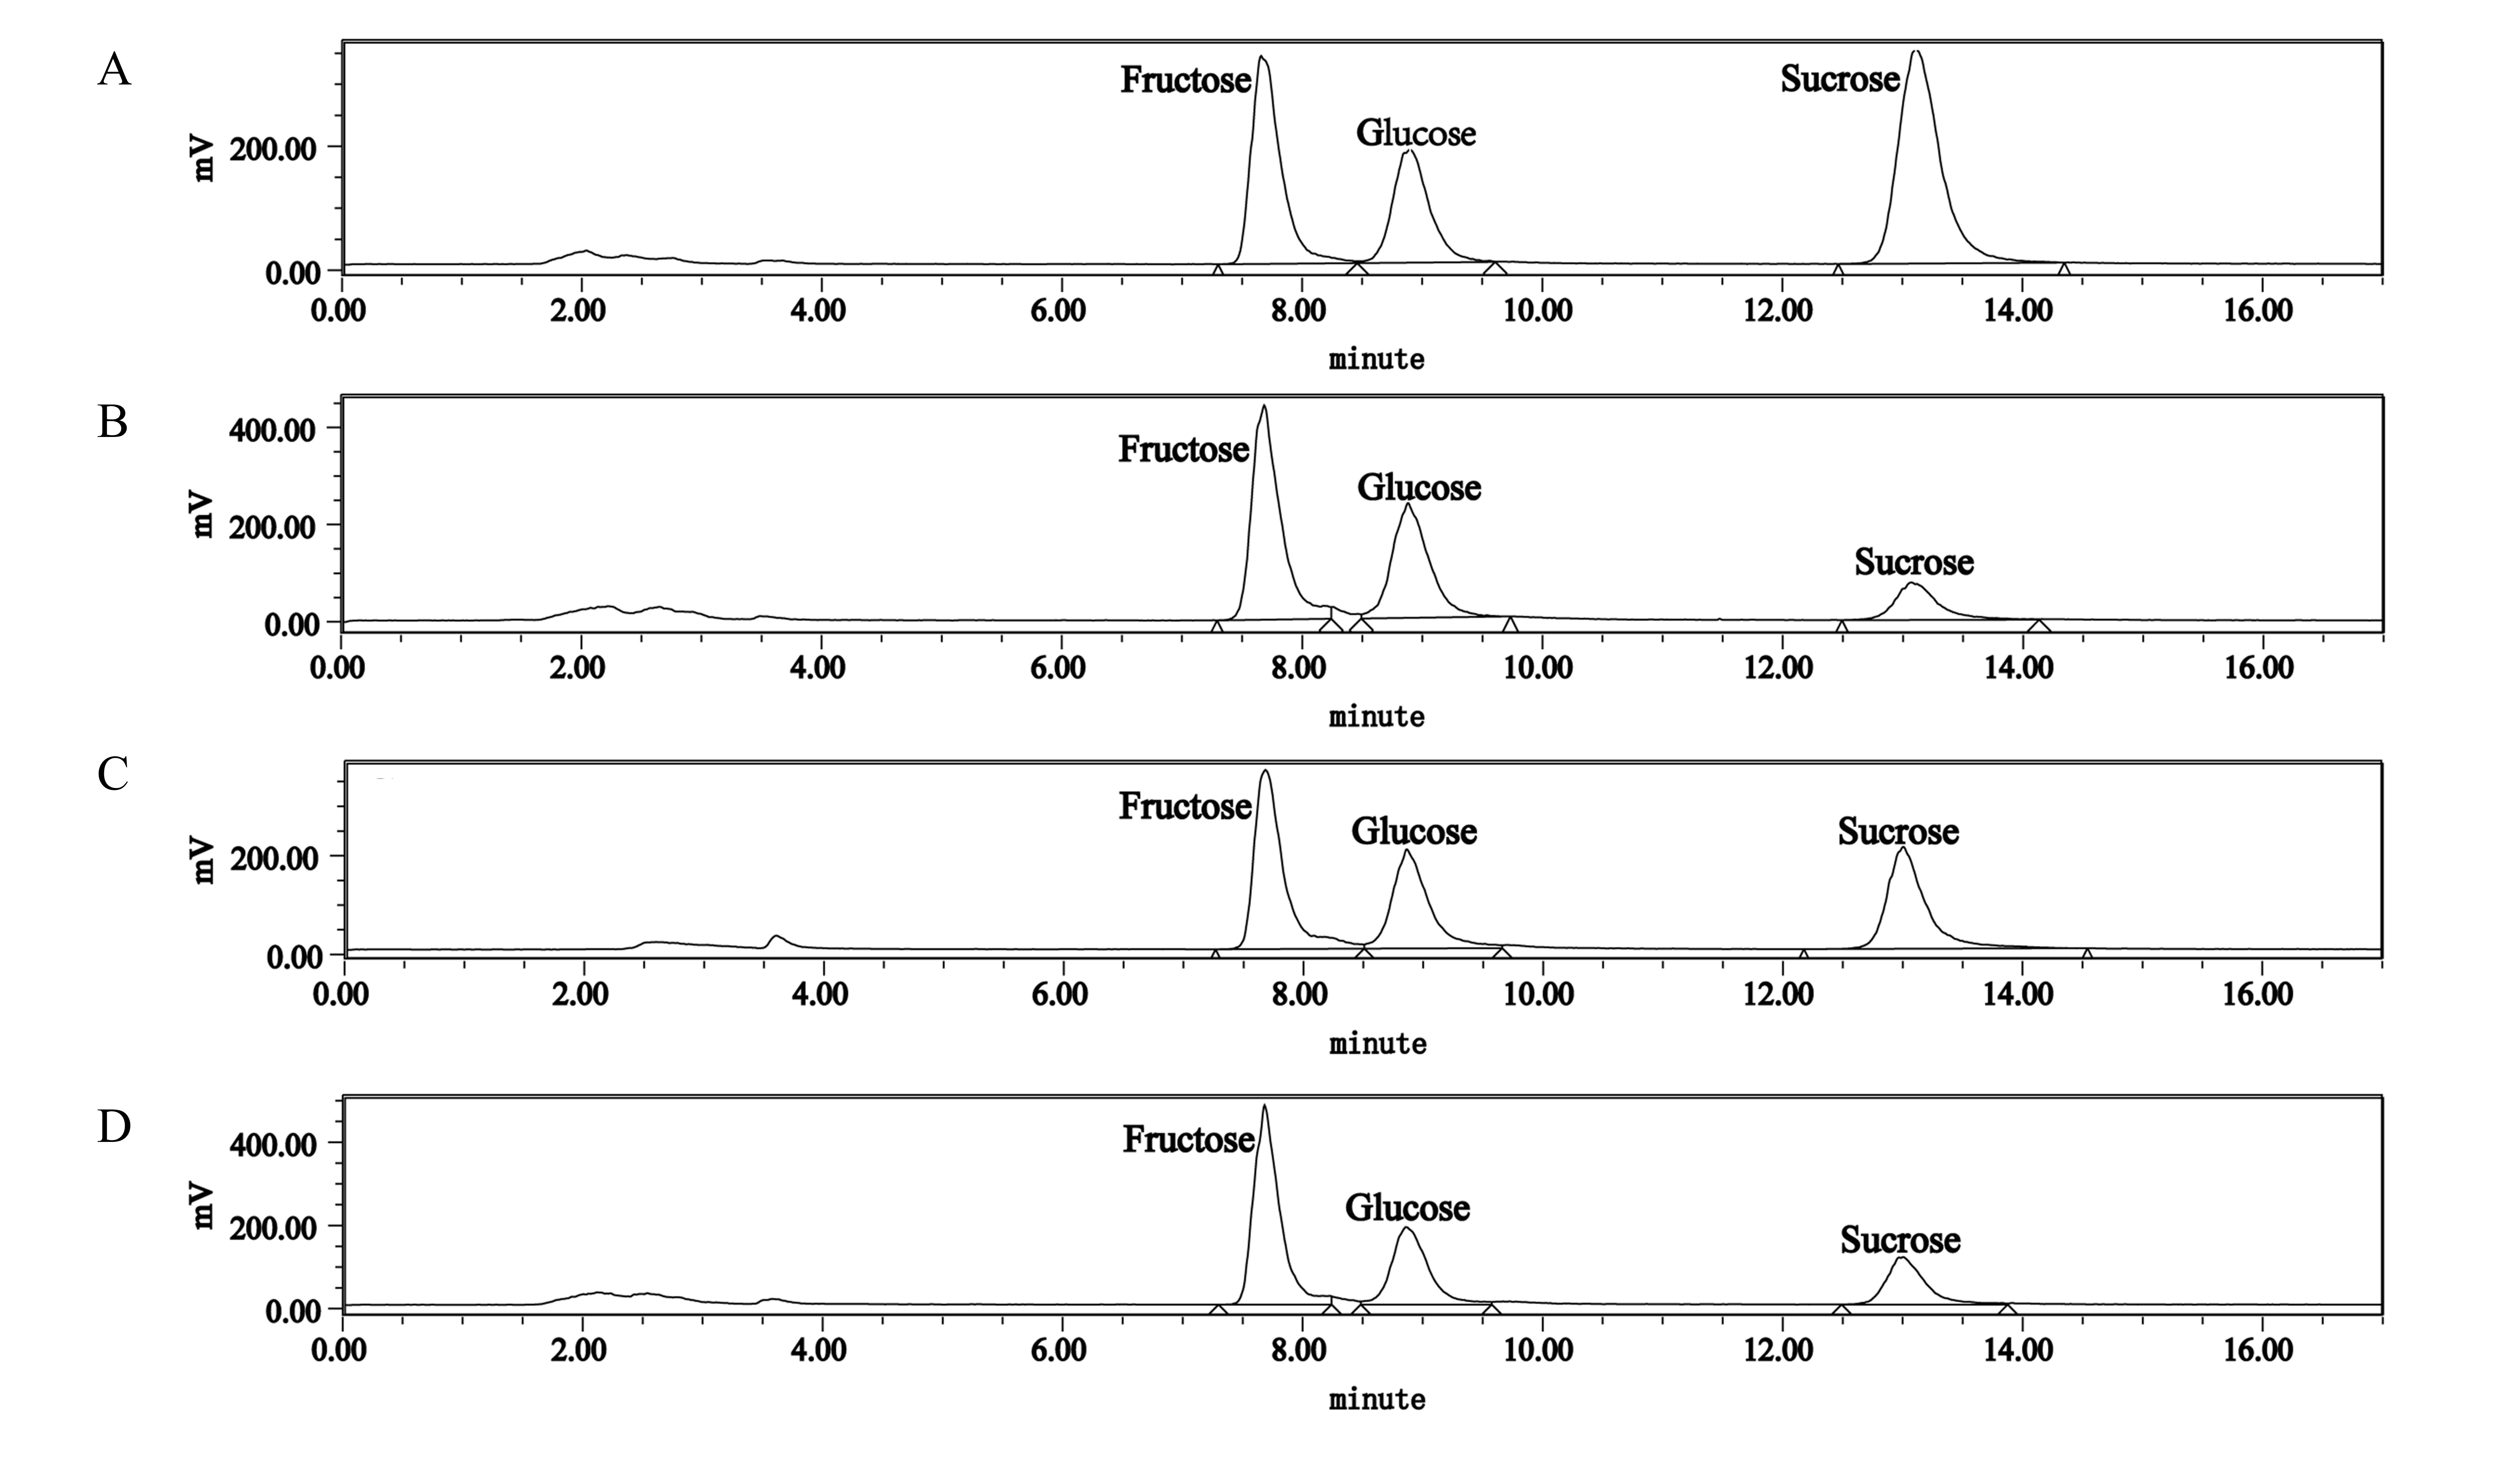
**Supplementary Figure S1.** HPLC chromatograms of sugar components in ‘Feizixiao’ litchi pulp. (A) (B) HPLC chromatograms of sugar contents in fruit pulp at 63 and 69 DAA in 2020. (C) (D) HPLC chromatograms of sugar contents in fruit pulp at 69 and 70 DAA in 2021.

How the deposited data were processed for this re-analysis (not part of the article)

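RNA was sequenced from pulp of ‘Feizixiao’ litchi fruit picked in 2020 at 35, 63 and 69 DAA, with 3 biological replicates per stage (9 libraries). The authors filtered the reads, assembled them with Trinity without a genome, grouped transcripts with Corset into unigenes, and mapped the reads to them. The expected counts were made by the authors with RSEM, whose version is not given in the sources used here, and can have fractions. The FPKM values were made by the authors from the RSEM mapping, as fragments scaled to the length of the unigene and the total of the library. The 9 tables hold both for 156640 unigenes. A further table gives matches in nr (108115 unigenes), Swiss-Prot (77365), TrEMBL (107709), Pfam (79922), KOG (68176), GO (89384) and KEGG (82389). Raw reads, read quality, sugar contents, enzyme activities and PCR values were not analysed here.

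Total counts per library were 17220742 to 18294996 at 35 DAA, 17284858 to 17804755 at 63 DAA and 15978808 to 16829707 at 69 DAA, and 75207 to 95115 unigenes had a count above 0. Log2 CPM correlated at 0.867 to 0.888 within a stage, and no library was a copy of another. What the replicate numbers stand for is not stated, and the main model does not pair libraries by them. After removal of stage means, correlations between equal numbers were −0.05 to 0.08. The best match of 6 of the 9 libraries carried its own number, so a weak pairing is not excluded.

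Rounded expected counts were analysed with edgeR 4.0.16 in R 4.3.3. Unigenes were kept by filterByExpr (55866), libraries were scaled by TMM (factors 0.831 to 1.09), and a quasi-likelihood model with 1 mean per stage was fitted to the 9 libraries together, so the spread between replicates is shared by the 3 comparisons (6 residual degrees of freedom, prior degrees of freedom 2.63). The stages 63 and 69 DAA were each compared with 35 DAA, and 69 DAA with 63 DAA, with the Benjamini-Hochberg adjustment within each, an adjusted p limit of 0.05 and a log2 fold change limit of 1. The paper names DESeq2 and gives no limits in its text; the limits used are those shown in Fig. 3. Folds against a stage with 0 counts in all libraries are given as bounds with a floor of 3 counts per library.

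GO terms with 5 to 500 members were tested with the one-sided Fisher's exact (hypergeometric) test against the tested unigenes with a GO term. KEGG pathways could not be tested, since the annotation gives orthologs and no pathways. The 36 gene lists were matched by words in the Swiss-Prot description, among them SS, SPS, AI, NI, HK, PFK, pyrophosphate-dependent phosphofructokinase, PK, 6PGD, FK, SWEET, SUT, hexose and tonoplast sugar carriers, other glycolysis enzymes, TCA cycle, fermentation, starch and trehalose, raffinose and galactinol, pectin modification, xyloglucan and expansin, cellulose synthase, phenylpropanoid and lignin, flavonoid and anthocyanin, ethylene, abscisic acid, auxin response, jasmonate, ribosomal proteins, histones and cell division, light harvesting and photosystem, heat shock proteins, circadian clock, acid metabolism and vacuolar pumps, seed storage and embryo, and cuticle and wax. Several lists were taken from terms shown in the paper's Fig. 4 and Fig. 5, so their tests are not independent of the paper's enrichment. From Fig. 4B (63 d vs. 69 d) came terms for xyloglucan and expansin, cellulose synthase, pectin modification, raffinose and galactinol, and the circadian clock. The word LUX of the clock list also matches names with efflux or influx. They were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and again with an estimated correlation. With members at 0 in a whole stage set to their bound, list medians moved by at most 0.15, 0.45 and 0.16 in the 3 comparisons, and the AI median of 63 d vs. 69 d changed sign.

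Named unigenes are, per comparison, the 10 largest rises and 10 largest falls among called unigenes with a mean FPKM of at least 10 in the higher stage, replicates that do not overlap and a Swiss-Prot description (1 per description), the 15 unigenes of Table S1, the 68 unigenes of Fig. 6, and per list the member with the highest mean FPKM and the called member with the largest change. Unigenes named outside this rule are marked in the text as chosen after their values were seen. The tests were run on simulated data first, with changed and unchanged unigenes.

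Alternatives were other filters (none, or FPKM of at least 5 in 3 libraries), DESeq2 size factors, median-of-ratios scaling of FPKM and quantile normalization (both with limma-trend, so that the test changes too), the replicate number as a block, a fit to the 6 libraries of a comparison, each library left out in turn, DESeq2 1.42.0 on all unigenes with its own filtering, other fold change limits, and counts summed over unigenes with the same best match. In the alternatives the lists were tested by camera on signed normal scores of each unigene's p value, with the preset correlation and without ranks. DESeq2 on only 6 libraries, limma-trend, 2 libraries left out together, robust dispersion and FPKM minimums of 1 and 10 were added after the counts of 63 d vs. 69 d were seen. Tables were handled with data.table 1.17.8, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.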

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

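These results stand out because they lie in gene groups that the paper's text does not discuss and pass the list test also with an estimated correlation between genes. Phenylpropanoid and lignin genes had a median log2 fold change of −1.165 in 35 d vs. 63 d (99 unigenes; 43 down and 8 up, 44 and 11 adjusted over the list alone; adjusted p = 0.000334 by camera, adjusted p = 0.0425 with an estimated correlation) and −1.352 in 35 d vs. 69 d (41 down and 11 up, 43 and 11 over the list alone; adjusted p = 0.000501, adjusted p = 0.0499 with an estimated correlation). Flavonoid and anthocyanin genes had a median of −1.341 in 35 d vs. 63 d (61 unigenes; 28 down and 4 up, 30 and 5 over the list alone; adjusted p = 1.7e-08, adjusted p = 0.0425 with an estimated correlation). Cinnamyl alcohol dehydrogenase 6 (Cluster-6206.57777), of the lignin pathway, had 306, 257 and 110 FPKM at 35, 63 and 69 DAA (means, n = 3; −1.70, adjusted p = 0.00412, in 35 d vs. 69 d). In 35 d vs. 69 d the flavonoid list passed with the preset correlation (31 down and 4 up, 32 and 4 over the list alone; median −1.78, adjusted p = 3.47e-08) and not with an estimated one (adjusted p = 0.0768). Lists that mark surface and green tissue fell with them: cuticle and wax genes had a median of −1.399 in 35 d vs. 63 d (30 down and 10 up of 70, 32 and 12 over the list alone; adjusted p = 0.000223, adjusted p = 0.208 with an estimated correlation) and −1.316 in 35 d vs. 69 d, and light harvesting and photosystem genes −2.492 (22 down and 1 up of 37, the same over the list alone; adjusted p = 3.37e-07, adjusted p = 0.335 with an estimated correlation) and −2.96. The values do not tell a change within pulp cells from a smaller share of peel tissue in the later samples.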

How the results depend on the processing

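More unigenes were called up than down in 35 d vs. 63 d (8736 and 8090) and in 35 d vs. 69 d (10072 and 9683), and this balance depended on the processing. More were down in 35 d vs. 63 d with FPKM of at least 5 (5047 up, 5154 down), median-of-ratios scaling (6771, 8108), quantile normalization (8997, 9285), only the 6 libraries (7600, 8146), 69 DAA replicate 3 left out (8110, 8121) and 2 libraries left out together (6917, 7296). The balance of 35 d vs. 69 d turned with FPKM of at least 5 (5575, 5804), median-of-ratios scaling (8039, 9099), a replicate block (8555, 8784), only the 6 libraries (8172, 8985), 35 DAA replicate 1 (8602, 9123), 63 DAA replicate 1 (9302, 9438), 2 (9319, 9484) or 3 (9150, 9424) or 69 DAA replicate 1 (8384, 8671), 2 (8634, 8920) or 3 (7884, 8184) left out, and 2 libraries left out together (7178, 7775). No named unigene or list reversed in the alternatives run: 91 of 114 called results for named unigenes stayed called in every alternative listed in advance, and 3 of 28 called list results, of which 25 were lost with an estimated correlation. The value followed for a list was its median, not the direction of its test. The PFK list of 63 d vs. 69 d pointed down in the main test (adjusted p = 0.862 by camera). It passed as higher with FPKM of at least 5 (adjusted p = 0.0135). The settings DESeq2 on 6 libraries, limma-trend, 2 libraries left out together, robust dispersion and FPKM of at least 1 or 10 were chosen after the results were seen. For 63 d vs. 69 d the count of called unigenes (2) was 20 with no filter, 4 with FPKM of at least 5, 32 with median-of-ratios scaling of FPKM (37.5% up), 94 with quantile normalization (29.8% up), 0 with a replicate block, 0 with only the 6 libraries, 5 with counts summed over the same best match, 789 with DESeq2, 1025 with DESeq2 on 6 libraries, 77 with limma-trend, 7 with FPKM of at least 10, 0 with robust dispersion on 6 libraries, 0, 0 and 0 with FPKM of at least 1, 5 and 10 on 6 libraries, and 0 to 22 with 1 library left out (22 without 63 DAA replicate 2, 8 without 69 DAA replicate 1, 0 without 35 DAA replicate 1, 2 or 3, 63 DAA replicate 1 or 69 DAA replicate 2 or 3). In 35 d vs. 63 d the count (16826) was 10201 with FPKM of at least 5, where 23019 unigenes were tested, 9815 with a log2 fold change limit of 2 and 9698 with summed counts; in 35 d vs. 69 d (19755) it was 11379, 12388 and 10794. The shared calls (14815) were 9340 with FPKM of at least 5.

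Lists past the test in 63 d vs. 69 d (2) were 8 with FPKM of at least 5, 4 with median-of-ratios scaling, 4 with quantile normalization, 6 with 35 DAA replicate 1 and 69 DAA replicate 1 left out together, 0 with an estimated correlation, 1 with words matched in any description, and 2 to 6 with 1 library left out (6 without 63 DAA replicate 3). With an estimated correlation 2 lists passed in 35 d vs. 63 d (16) and 1 in 35 d vs. 69 d (10). The median of the PFK list in 63 d vs. 69 d (0.15) was 0.731 with FPKM of at least 5 (adjusted p = 0.0135) and 0.384 with the 2 libraries left out together (adjusted p = 0.0456). GO terms in 63 d vs. 69 d (0) were 19 with DESeq2 and 13 with DESeq2 on 6 libraries. Where the alternative does not itself test fewer unigenes or libraries, the cause was not tested. Every 3 against 3 comparison has 10 splits of its libraries, too few for a share under 0.05: edgeR called 16826, 19755 and 2 unigenes in the real splits, 1 of 10 in each case with a count that high, and at most 0 in another split, and DESeq2 on 6 libraries 1025 in 63 d vs. 69 d and at most 183 in another. Alternatives for values given only as FPKM, and KEGG pathways, were not run. For edgeR the GO terms of unigenes called up in 63 d vs. 69 d were not tested, since it called 0 up. With DESeq2 on the 9 libraries 0 terms passed among unigenes up and 23 among those down. On 6 libraries 1 passed among those up (smallest adjusted p = 0.0109 by Fisher's exact test) and 15 among those down. Depth limits unigenes of low counts: 35.7% of unigenes were tested, with 99.1% of the counts.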

Differences from the paper's values

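The paper states no adjusted p or fold change limit for its counts in the text; the values here use the limits shown in Fig. 3. For 63 d vs. 69 d the paper gives 985 differentially expressed genes, 273 up and 712 down; edgeR gave 2, 0 and 2. Among the alternatives set before the data were examined, DESeq2 on the 9 libraries came within 1.5 times of the paper's 985 (789) and 712 (626) and not of its 273 (163), and the others (filters, scalings, replicate block, 6 libraries, single libraries left out, fold change limits, summed counts) came within none. DESeq2 on the 6 libraries of the comparison, chosen after the values were seen, gave 1025, 290 and 735, all within 1.5 times. The paper gives 254 genes common to the 3 comparisons and 263 found only in 63 d vs. 69 d; edgeR gave 2 and 0. Both DESeq2 settings were chosen for these counts after the values were seen: DESeq2 on the 9 libraries gave 260 and 52 and DESeq2 on 6 libraries 247 and 273. The alternatives set before the data were examined (no fold change limit, FPKM of at least 5) came within neither. How many of the paper's own called genes each setting drops is not known, because the paper's list of them was not used here.

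For Fig. 6 the paper counts 2 of 3 SPS genes lower at 69 DAA and the fitted fold changes gave 1 (the others 0.00 and 0.08); by mean FPKM, chosen after the fitted directions were seen, the count was 2, and the other counts that the paper gives for the figure came out equal too. The alternatives set before the data were examined were run on the counts of the PFK, sucrose, EMP and PPP groups and not on the SPS count alone. The paper reports 7 PFK genes in the enriched GO terms of 63 d vs. 69 d; edgeR gave 0 with the term, also with the other background, the unigenes down alone and no fold change limit, which were set before the data were examined. DESeq2 on the 9 libraries gave 5 and on 6 libraries 6, both chosen after the values were seen, all of these lower at 69 DAA and none among the PFK genes of Fig. 6.

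The paper treats the genes of Fig. 6 as changed between 63 and 69 DAA, and here 0 of the 68 printed unigenes were called by edgeR or DESeq2, with 6 at an unadjusted p under 0.05. The paper states that most sucrose metabolism genes were lower, and 7 of 12 were by the fitted fold change. It states that most EMP genes were higher, as were 42 of 52 here. The axis of Fig. 7 is described as a log2 expression ratio; the sequencing values of its points run to about 10 in Fig. 7, read by eye, where the log2 fold changes of the 15 unigenes against 35 DAA were 0.75 to 4.25 and their log2 mean FPKM at 69 DAA 4.73 to 10.4. Across the 15 unigenes the level and the fold change had r = 0.393 (permutation p = 0.148).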

Other observations

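Tests chosen after the result was seen are those of moved counts for PFK, of the fermentation list and of a mislabelled library. In 69 DAA replicate 1 the PFK unigenes of Fig. 6 were lower than in replicates 2 and 3 (25 of 25, median log2 ratio −1.60; −1.12 over the PFK list). These ratios are of counts scaled per library, which puts the median of all tested unigenes (0.009) near 0 by construction. That median is therefore no test of scaling or depth, and the PFK unigenes were lower relative to the typical unigene. Counts moved between near-identical unigenes are argued against, since the summed PFK counts were also lower (−0.848). Less advanced fruit stays open: a score of the unigenes that separate 35 and 63 DAA put replicate 1 (1.391) between replicates 2 (1.164) and 3 (1.679), and the lower of these minus replicate 1 (−0.227) was smaller in size than the range of the 63 DAA libraries (0.465). A candidate explanation is variation shared with fermentation genes, as under low oxygen in the fruit or after picking. The 2 list sums followed each other across libraries within stages (r = 0.987, exact permutation p = 0.0509, adjusted p = 0.211 over 35 lists). The sums of pyruvate kinase (r = 0.936), other glycolysis enzymes (0.911), sucrose synthase (0.909) and pyrophosphate-dependent phosphofructokinase (0.855) did so too. The link is therefore not particular to fermentation. Other lists ran the opposite way, such as cuticle and wax genes (r = −0.892), and no list had an adjusted p under 0.162. With 9 libraries the explanation stays open beside a difference between fruits, which was not tested.

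In 35 DAA replicate 1, 10 unigenes without a known function held 12.3% of the counts, against 0.391% to 2.11% in other libraries. RNA of another organism may be a source, and this stays open because only 6 of 156640 unigenes have a match outside plants. The share of counts on these 6 was 1.14 times the higher of the other 35 DAA libraries. They held 7.65e-05% of the counts of replicate 1, so the 10 unigenes are not among them. The 10 match hypothetical or uncharacterized proteins in nr, such as GLYMA_13G016400 (Cluster-6206.72775) and a mitochondrial protein (Cluster-6206.70786). Other sources of their RNA were not tested. A mislabelled sample is argued against, since its lowest correlation with the other 35 DAA libraries exceeded its highest with a later stage by 0.147.

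DESeq2 on 6 libraries called 1023 unigenes between 63 and 69 DAA that edgeR did not, with a median of 3.05 FPKM in the higher stage; 285 (27.9%) were at 0 in 1 whole stage. Fragments divided differently among near-identical unigenes could produce such calls: of 908 with a shared best match, 24.1% (219) stayed called in the same direction when counts were summed over the match, which leaves both that and real changes of single genes open.

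Other lists in 35 d vs. 63 d were as follows (edgeR calls, with adjusted p by camera). Heat shock proteins had 17 up and 67 down of 282 (17 and 67 over the list alone, adjusted p = 0.0155 by camera, and 0.208 with an estimated correlation). The list matched by words of clock proteins had 29 up and 3 down of 129 (28 and 2 over the list alone). By camera its adjusted p was 0.0147, and 0.0823 with an estimated correlation. The word LUX also occurs in names with efflux or influx, so this list is not limited to clock genes. EARLY FLOWERING 4 (Cluster-6206.87280), a clock protein, had 229, 56.2 and 52.9 FPKM at 35, 63 and 69 DAA (n = 3; −2.29, adjusted p = 0.00276). The time of day of picking was not analysed. Cellulose synthases had 21 up and 3 down of 65 (21 and 3 over the list alone; adjusted p = 0.000334, and adjusted p = 0.234 with an estimated correlation). Starch and trehalose genes had 35 up and 18 down of 165 (35 and 18 over the list alone; adjusted p = 0.16), raffinose and galactinol genes 13 up and 7 down of 60 (12 and 7 over the list alone; adjusted p = 0.734) and acid metabolism and vacuolar pump genes 22 up and 21 down of 185 (22 and 21 over the list alone; adjusted p = 0.734). In 63 d vs. 69 d the medians of these last 3 were −0.21 (adjusted p = 0.115), −0.16 (adjusted p = 0.115) and −0.10 (adjusted p = 0.769).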
